# Opposing functions of circadian protein DBP and atypical E2F family E2F8 in anti-tumor Th9 cell differentiation

**DOI:** 10.1038/s41467-022-33733-8

**Published:** 2022-10-14

**Authors:** Sang-A Park, Yun-Ji Lim, Wai Lim Ku, Dunfang Zhang, Kairong Cui, Liu-Ya Tang, Cheryl Chia, Peter Zanvit, Zuojia Chen, Wenwen Jin, Dandan Wang, Junji Xu, Ousheng Liu, Fu Wang, Alexander Cain, Nancy Guo, Hiroko Nakatsukasa, Chuan Wu, Ying E. Zhang, Keji Zhao, WanJun Chen

**Keywords:** CD4-positive T cells, Tumour immunology, Gene regulation in immune cells, Interleukins

## Abstract

Interleukin-9 (IL-9)-producing CD4^+^ T helper cells (Th9) have been implicated in allergy/asthma and anti-tumor immunity, yet molecular insights on their differentiation from activated T cells, driven by IL-4 and transforming growth factor-beta (TGF-β), is still lacking. Here we show opposing functions of two transcription factors, D-binding protein (DBP) and E2F8, in controlling Th9 differentiation. Specifically, TGF-β and IL-4 signaling induces phosphorylation of the serine 213 site in the linker region of the Smad3 (pSmad3L-Ser^213^) via phosphorylated p38, which is necessary and sufficient for *Il9* gene transcription. We identify DBP and E2F8 as an activator and repressor, respectively, for *Il9* transcription by pSmad3L-Ser^213^. Notably, Th9 cells with siRNA-mediated knockdown for *Dbp* or *E2f8* promote and suppress tumor growth, respectively, in mouse tumor models. Importantly, DBP and E2F8 also exhibit opposing functions in regulating human TH9 differentiation in vitro. Thus, our data uncover a molecular mechanism of Smad3 linker region-mediated, opposing functions of DBP and E2F8 in Th9 differentiation.

## Abstract (web summary)

IL-9-producing CD4 T (Th9) cells have been implicated in allergy and tumor immunity, but how their differentiation is regulated by TGFβ is still unclear. Here the authors show that two transcription factors, DBP and E2F8, institute opposing effects on IL-9 expression downstream of TGFβ/Smad3 linker region-mediated signaling in activated mouse T cells to modulate antitumor responses.

## Introduction

Naïve CD4^+^ T cells differentiate into different T helper (Th) subsets upon TCR stimulation in the presence of different cytokines. Th9 cells are a recently identified subset of CD4^+^ T cells that produce IL-9 in response to TGF-β and IL-4 in vitro^1–3^ and have been shown to participate in the pathogenesis of allergic inflammation and asthma^4–6^ and play roles in anti-tumor immunity^7–9^. Although several transcription factors including PU.1, IRF4, Stat6, Stat5, E2A, GATA-3 and NF-κB have been reported to be involved in Th9 differentiation^10^, they are also involved in the differentiation of other Th cell subsets. It thus remains unknown as whether there are unique or master transcription factors controlling *Il9* gene transcription in Th9 cells^11–13^.

TGF-β serves an essential role in driving the development and differentiation of regulatory T cells (Tregs)^14^, Th17 cells^15^, and Th9 cells^1,3^ in the presence of IL-2, IL-6, and IL-4, respectively. Recent studies show that IL-2 selectively suppressed Th17 cell differentiation by PTEN inhibition^16^. In addition, blocking IL-6 signaling polarized TGF-β-induced Tregs with high GARP and LAP expression^17^, and IL-4 inhibits TGF-β-mediated Treg differentiation but promotes Th9 cell by HDAC9-mediated epigenetic regulation^18^. However, the underlying molecular mechanisms through which TGF-β and IL-4 signals co-operatively drive *Il9* gene transcription but not *foxp3* or *Rorγt* gene expression are not fully understood. Downstream of TGF-β signaling pathways, Smad3-dependent^9,19,20^ pathways have been reported to drive *Il9* gene expression. However, how Smad3 is activated and which part of Smad3 is required in response to TGF-β and IL-4 stimulation remains unknown. For example, Smad3 contains C-terminal (C) and linker (L) regions^21–23^, but it is unknown whether the phosphorylation of C-terminal or the linker region of Smad3 is required for *Il9* gene transcription during Th9 differentiation.

The D site of albumin promoter (albumin D-box) binding protein, also known as DBP^24–26^, belongs to the PAR bZIP (Proline and Acidic amino acid-Rich basic leucine ZIPper) family of transcription factors which includes Fos, Jun, CREB and C/EBP^26^. This transcriptional activator recognizes and binds to the sequence 5′-RTTAYGTAAY-3′ found in the promoter of genes such as albumin. Functionally, DBP is considered a circadian protein, yet it is not essential for circadian rhythm generation, but modulates important clock output genes, controlling mammalian metabolism and sleep-wake behavior. DBP has also been reported to regulate liver development and hematopoiesis. However, it is unknown whether DBP plays any role in T cell differentiation or function.

Proteins in the E2F family of transcription factors possess a wide range of functions in cell cycle regulation, cell differentiation, DNA stress response, and apoptosis. The E2F family contains typical E2Fs (E2F1-6) and atypical E2Fs (E2F7 and E2F8)^27–29^. While E2F1-6 bind to DNA preferentially as heterodimers with the related DP proteins DP1 and DP2, “atypical” E2F7 and E2F8 contain two distinct protein-binding subdomains^30^. E2F8 is considered a repressor, because it lacks the pocket protein-binding domain found in typical E2Fs. E2F8 has been reported to be required for placental development by promoting polyploidization of trophoblast giant cells^31^; It was also reported that E2F8 is a target of *microRNA-142* and is involved in controlling T cell proliferation in response to TCR stimulation^32^. However, it is unknown whether E2F8 plays a role in Th9 cell differentiation.

In this study, we discover that TGF-β and IL-4 signaling in CD4^+^ T cells induced an unexpected activation of the Smad3 linker region at the site of Serine 213 phosphorylation (pSMAD3L-Ser^213^), and that this activation is dependent on the activation of phosphorylated p38. The phosphorylation of Smad3L-Ser^213^ consequently promotes the increase in DBP expression and decrease in E2F8 expression in response to TGF-β and IL-4 signaling. Both DBP and E2F8 directly bind at the *Il9* gene promoter but played promotive and suppressive roles in *Il9* gene expression, respectively. Importantly, upon adoptive transfer, the *Dbp-*deficient and *E2f8*-deficient Th9 cells enhances and suppresses tumor growth, respectively, in mouse models of melanoma and fibrosarcoma in vivo. Notably, DBP and E2F8 also differentially regulate human Th9 differentiation in vitro, suggesting a clinical implication in cancer immunotherapy.

## Results

### Smad3 linker region phosphorylation is required for Th9 differentiation

TGF-β signaling in the presence of IL-4 is required for the differentiation of Th9 cells^1–3,9^, as deletion of TGF-β receptor I (*Tgfbr1*^*−/−*^) in T cells abolishes *Il9* expression in naïve CD4^+^ T cells stimulated with TCR (anti-CD3 and anti-CD28) (Fig. 1a). Downstream of TGF-β receptor-mediated signaling, Smad3 has been demonstrated to play a role in Th9 differentiation as gene mutation of Smad3 (Smad3^−/−^) caused reduction of IL-9 in T cells^6,9,20^. However, the mechanism by which Smad3 activity mediates *Il9* transcription in T cells in response to TGF-β and IL-4 signaling remains unknown. Smad3 acquires its mediator activity by phosphorylation of its C-terminal (C) and/or linker (L) regions^33^ in response to different stimuli. The C-terminal Ser-Ser-X-Ser motif of Smad3 is directly phosphorylated by the activated TGF-β receptor I^34^; However, the structurally diverse linker regions of Smad3 harbor one Threonine (Thr^179^) and three Serine (Ser^204^, Ser^208^, and Ser^213^) cluster sites (Supplementary Fig. 1a), which can be phosphorylated by mitogen-induced pathways such as extracellular signal-regulated kinase (ERK), c-Jun N-terminal kinase (JNK), and p38 MAPK, in addition to TGF-β signaling^33,35^. As neither TGF-β nor IL-4 alone can stimulate T cells to transcribe the *Il9* gene, we hypothesized that the combination of TGF-β and IL-4 signals could activate the linker regions and/or C-terminal of Smad3 to induce *Il9* gene expression. To study this, we stimulated normal C57BL/6 naïve CD4^+^ T cells with anti-CD3 and anti-CD28 antibodies in the presence of TGF-β and IL-4 and examined the phosphorylation of C-terminal (pSmad3C) and linker regions Thr^179^ and Ser^213^ (pSmad3L-Thr^179^ and pSmad3L-Ser^213^). Although TGF-β treatment alone induced large amounts of pSmad3C, some degree of linker pSmad3L-Thr^179^ and minimal amounts of linker pSmad3L-Ser^213^ at 1 h, the combination of TGF-β and IL-4 resulted in reduction of pSmad3C, no alteration of pSmad3L-Thr^179^, but increase in pSmad3L-Ser^213^ compared to TGF-β treatment alone (Supplementary Fig. 1b). Surprisingly, by 2 h, the pSmad3L-Ser^213^ continued to increase and was actually the highest among the three phosphorylated sites of Smad3 in response to TGF-β and IL-4 stimulation (Fig. 1b). The total Smad3 protein was unchanged amongst all treatments (Fig. 1b and Supplementary Fig. 1b). This suggested that the combined TGF-β and IL-4 signaling optimized the activation of the linker regions especially the Ser^213^ site of the Smad3 protein. Strikingly, the phosphorylation of Smad3 C-terminal and linker regions induced by TGF-β and IL-4 was completely abolished in naïve CD4^+^ T cells deficient in TGF-β receptor I, which was accompanied by the complete failure of *Il9* gene transcription in the *Tgfbr1*^*−/−*^ T cells (Fig. 1a). The data suggest that *Il9* gene expression may require phosphorylation of the linker regions and/or C-terminal of Smad3 protein in response to TGF-β and IL-4 signaling.

**Fig. 1:**
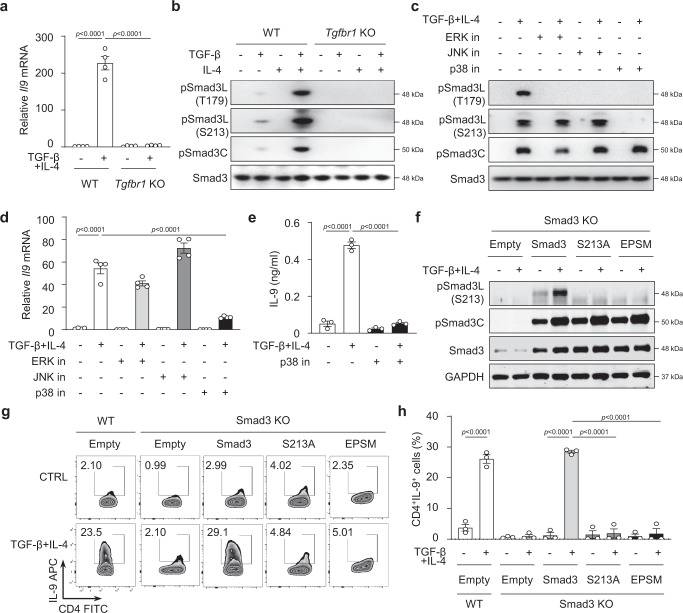
Phosphorylation of Smad3 linker Ser^213^ site is essential for Th9 differentiation by TGF-β and IL-4 stimulation. **a** Expression of *Il9* mRNA in naïve CD4^+^ T cells from *Tgfbr1*^*f/f*^ *ER*-*cre*^+^ mice that had been treated with Oil (WT) or tamoxifen (*Tgfbr1* KO) for 5 days stimulated with TGF-β plus IL-4 for 24 h. The results are presented relative to those of the control gene *Hprt*. **b** Western blot analysis of phosphorylated linker region Thr^179^ (pSmad3L-T179), Ser^213^ (pSmad3L-S213) sites and C-terminal (pSmad3C) of Smad3 and total Smad3 (Smad3) in WT and *Tgfbr1* KO CD4^+^ T cells cultured with medium, TGF-β, IL-4 or TGF-β plus IL-4 for 2 h. **c** Western blotting of Smad3 phosphorylation in normal CD4^+^ T cells pre-treated with the indicated inhibitors and then cultured with TGF-β plus IL-4 for 2 h. **d** Real time RT-PCR analysis of *Il9* mRNA in CD4^+^ T cells pre-treated with the indicated inhibitors as in **c** and then cultured with TGF-β plus IL-4 for 24 h. **e** IL-9 protein in cell culture supernatants were measured by ELISA in CD4^+^ T cells cultured with TGF-β plus IL-4 with or without p38 inhibitor for 72 h. **f** Phosphorylation of indicated Smad3 linker regions and C-terminal in Smad3^*−/−*^ CD4^+^ T cells transfected with intact WT Smad3, and S213A- or EPSM-Smad3 mutants (scheme depicted in Supplementary Fig. 2a–c), followed by TGF-β plus IL-4 stimulation for 2 h. **g** Intracellular staining of IL-9 by flow cytometry as in **f** after 72 h. **h** Summary of results in **g**. **a**, **d** These data were representative of four independent experiments or **b**, **c**, **e**–**h** pooled from three experiments. These data were analyzed by one-way ANOVA with Tukey’s test. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

We next sought to understand the downstream molecular mechanisms that mediate the phosphorylation of the C-terminal and linker regions of Smad3 in response to TGF-β and IL-4 stimulation. As it is known that the Smad3 C-terminal is directly activated with TβRI upon TGF-β stimulation (Supplementary Fig. 1b)^36^, whereas the linker regions of Smad3 can also be phosphorylated by MAPK, in addition to TGF-β signaling^33^, we hypothesized that TGF-β and IL-4 signaling could phosphorylate the linker regions of Smad3 through the aforementioned MAP kinases. For this, we firstly examined the activation of these MAPK in normal naïve CD4^+^ T cells and found that TGF-β plus IL-4 induced rapid phosphorylation of JNK, p38, and ERK; the phosphorylation peaked at 1 h, and then decreased at 2 h after stimulation (Supplementary Fig. 1c). Again, the increase in p-JNK, p-ERK and p-p38 by TGF-β plus IL-4 was completely abrogated in naïve *Tgfbr*1^*−/−*^ CD4^+^ T cells (Supplementary Fig. 1d), suggesting an important role of TGF-β signaling in the process.

We then investigated which of the activated mitogen-activated protein kinase (MAPK), i.e., p-ERK, p-JNK or p-p38, is responsible for the phosphorylation of the linker regions and C-terminal of Smad3 during Th9 differentiation. Naïve CD4^+^ T cells were stimulated with TCR and TGF-β plus IL-4 in the presence of the individual inhibitors SP600125 (inhibitor for p-JNK), U0126 (inhibitor for p-ERK), or SB203580 (inhibitor for p-p38) for 2 h, and then pSmad3C and pSmad3L-Thr^179^ or pSamd3L-Ser^213^ were determined by Western blot analysis. Inhibition of p-ERK specifically reduced pSmad3L-Thr^179^, but did not affect the pSmad3L-Ser^213^ site (Fig. 1c), consistent with the previous report^35^. Similarly, inhibition of p-JNK suppressed pSmad3L-Thr^179^ but not pSmad3L-Ser^213^ (Fig. 1c). In contrast, however, inhibition of p-p38 activity blocked the pSmad3L-Ser^213^, although it also suppressed pSmad3L-Thr^179^ (Fig. 1c). Notably, inhibition of p-ERK, p-JNK, or p-p38 failed to change pSmad3C induced by TGF-β plus IL-4 (Fig. 1c). Thus, TGF-β plus IL-4 signaling activates p-p38, which phosphorylates Smad3L-Ser^213^ and Smad3L-Thr^179^, and p-ERK and p-JNK, which phosphorylate only Smad3L-Thr^179^.

We next determined whether the phosphorylation of C-terminal or linker regions of Smad3 was required for IL-9 production in T cells. We first determined that inhibition of p-p38, which resulted in suppression of Smad3L-Ser^213^, but not inhibition of p-ERK or p-JNK, which suppressed Smad3L-Thr^179^ (Fig. 1c), significantly decreased *Il9* mRNA in CD4^+^ T cells in response to TGF-β plus IL-4 (Fig. 1d). Consistently, the IL-9 protein was also suppressed by p-p38 inhibition (Fig. 1e). The data collectively indicate that the phosphorylation of Smad3L-Ser^213^ by p-p38, but not the phosphorylation of Smad3L-Thr^179^ or of Smad3C, is required for *Il9* gene activation during Th9 cell differentiation.

To further validate the indispensable role of pSmad3L-Ser^213^ in *Il9* gene transcription, we generated Smad3 constructs that encoded serine-to-alanine mutation at the linker region Ser^213^ site (Smad3L-Ser^213A^) or encoded serine-to-alanine or threonine-to-valine mutations at all sites of the linker region T179V, S204A, S208A and S213A (EPSM). A Smad3 construct with the linker region intact was used as the wildtype control (WT) (scheme in Supplementary Fig. 2a). We transfected Smad3^−/−^CD4^+^ T cells with retrovirus carrying the WT or indicated GFP-tagged constructs to mutate the corresponding phosphorylation sites in the Smad3 linker region (Supplementary Fig. 2a–c). The CD4^+^GFP^+^ T cells were sorted and stimulated with TGF-β plus IL-4 to test the function of pSmad3L-Ser^213^ in IL-9 production. First, mutation of either Ser^213^ alone (Smad3L-Ser^213A^) or all four sites (EPSM) completely eliminated the pSmad3L-Ser^213^ in Smad3^−/−^ CD4^+^ T cells induced by TGF-β plus IL-4 (Fig. 1f), whereas the same mutations did not change any pSmad3C or the total Smad3 protein. Strikingly, mutations of Ser^213^ or EPSM almost completely eliminated IL-9 protein production (Fig. 1g, h), while the overexpression of intact WT Smad3 completely restored Th9 cells in Smad3^−/−^ T cells, confirming a required role of pSmad3L-Ser^213^ in *Il9* gene transcription. Notably, Smad3^−/−^ T cells transfected with mutations of Smad3L-Ser^213A^ or EPSM exhibited normal amounts of pSmad3C (Fig. 1f), further indicating a dispensable role of pSmad3C in *Il9* gene expression. Conversely, we overexpressed intact WT Smad3 or mutations of Smad3L-Ser^213A^ or EPSM in WT CD4^+^ T cells (Supplementary Fig. 2e–g), and showed that mutation of Ser^213^ or EPSM in the Smad3 linker regions failed to induce IL-9 production.

To confirm the dispensable function of pSmad3C, we generated Smad3 constructs without the last four amino acid residues (ΔSSVS) at the C-terminal (Supplementary Fig. 2d) and transfected them or WT Smad3 into Smad3^−/−^ T cells. WT Smad3 completely restored pSmad3C levels, but mutant ΔSSVS failed to result in phosphorylation of Smad3C (Supplementary Fig. 2h). These mutants, however, showed the exact same amounts of pSmad3L-Ser^213^ as did the WT Smad3 construct. Significantly, while the WT Smad3 construct restored *Il9* mRNA and IL-9 protein in Smad3^−/−^ T cells induced by TGF-β and IL-4, the mutants exhibited equivalent amounts of IL-9 production compared with WT Smad3-transfected T cells (Supplementary Fig. 2i, j). The data collectively eliminates a role of pSmad3C in Th9 differentiation.

In addition to IL-4, IL-6 plus TGF-β can also induce IL-9 production in CD4^+^ T cells^37^, although the amounts of IL-9 are usually lower than that in T cells stimulated with TGF-β plus IL-4 (Supplementary Fig. 1e). However, in contrast to TGF-β plus IL-4 stimulation, TGF-β plus IL-6 failed to upregulate pSmad3L-Ser^213^ (Supplementary Fig. 1f), suggesting that pSmad3L-Ser^213^ is dispensable for *Il9* gene expression mediated by TGF-β and IL-6. Stat6 has been suggested to be involved in Th9 differentiation^38^ and we noted that IL-4 plus TGF-β signaling upregulated the phosphorylation of Stat6 (p-Stat6). However, the p-p38 inhibitor failed to change the p-Stat6 induced by TGFβ and IL-4 (Supplementary Fig. 1g). In addition, under Th9-skewing conditions, Interleukin 1β (IL-1β) can activate the transcription factor Stat1 and IRF1 to promote *Il9*^39^. However, in our studies, we did not add IL-1β in our cultures, thus, Stat1 is unlikely involved in our system. Taken altogether, these results provide compelling evidence that pSmad3L-Ser^213^ is essential and sufficient for *Il9* gene expression in response to TGF-β and IL-4 signaling.

### Identification of DBP and E2F8 as critical transcription factors for *Il9* gene transcription

To better understand the transcriptional regulatory elements and transcription factors that regulate the *Il9* gene expression during CD4^+^ T cell differentiation to Th9 cells in response to TGF-β and IL-4 signaling, we decided to profile the genome-wide DNase I Hypersensitive Sites (DHSs) by DNase-seq^40^ for naïve CD4^+^ T cells under the four culture conditions, namely wild-type (WT) control, WT TGF-β + IL-4, *Tgfbr1*^*−/−*^ (KO) control and KO TGF-β + IL-4. 

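DNase-seq marks open chromatin, because DNase I cuts DNA more readily where it is accessible, and the short fragments released are sequenced. A DHS is a region of the genome in which such fragments pile up above the local background. One library was sequenced for each of the 4 conditions, and all 4 carry the label of replicate 3, so no difference between the DHSs of the conditions below has a replicate check. *Tgfbr1* encodes TGF-β receptor I, and the KO mouse had lost the gene after tamoxifen, whereas the WT mouse received oil. The reads were aligned by the authors to the mm9 mouse genome with Bowtie2, reads of low mapping quality and redundant reads were removed, and DHSs were called by MACS as narrow peaks on each library alone. The deposited lists give for each DHS its position, its summit, its fold enrichment over the background and the −log10 of its p and q, but no read counts, so the depth of each library is unknown. The list for WT control held 44298 DHSs covering 17.2 Mb, that for WT TGF-β + IL-4 33880 DHSs covering 13.3 Mb, that for KO TGF-β + IL-4 27145 DHSs covering 10.3 Mb and that for KO control 33665 DHSs covering 13.2 Mb. The median width of a DHS lay between 334 and 341 bp in the 4 lists. The number of peaks that MACS calls rises with the depth of a library, and the paper's scaling of the DNase-seq signal by total library size does not equalize the number of peaks called. The lists were compared by position alone. A DHS of one list was counted as shared when at least 1 bp overlapped a DHS of the other list. The fold enrichment, p and q are the authors' values and were used to rank DHSs within their own list, not across lists.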

Several DHSs at the *Il9* gene locus showed decreased accessibility in the *Tgfbr1*^*−/−*^ cells (Fig. 2a). 

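*Il9* (ENSMUSG00000021538.3) lies on the minus strand of chromosome 13 from 56580638 to 56583607 in mm9, and no DHS of the 4 lists overlapped the gene itself. In the region drawn in Fig. 2a, DHSs were called at 6 sites. The lists hold no signal on a common scale, so they give the presence of a DHS in each condition and its rank within its own list, by fold enrichment with the strongest near 0%, but no ratio of accessibility between conditions. The WT TGF-β + IL-4 list had a DHS at all 6 sites, the KO TGF-β + IL-4 list at 5, and the WT control and KO control lists at 4 each. Site 1, from 56570106 to 56570376, sits in an intron of *Slc25a48*, 13390 bp downstream of the start of *Il9*, and was called in WT TGF-β + IL-4 cells only, where it ranked at 87.8%. Site 2, from 56576758 to 56577071, is intergenic and 6710 bp downstream. It was called in WT TGF-β + IL-4 (rank 79.4%), KO TGF-β + IL-4 (92.6%) and KO control cells (51.5%), but not in WT control cells. Site 3, from 56578011 to 56578566, is intergenic, lies 5315 bp downstream of the start of *Il9* and was called in all 4 lists. It was the DHS of highest fold enrichment of the window in WT control (13.3-fold, within the top 2.87% of the list) and in WT TGF-β + IL-4 cells (9.02-fold, top 13.8%). In KO TGF-β + IL-4 cells site 3 had 6.85-fold enrichment, at 21.3%, and in KO control cells 8.33-fold, at 10.7%. The mm9 sequence from 56578279 to 56578339, around the summit of site 3 in WT TGF-β + IL-4 cells, is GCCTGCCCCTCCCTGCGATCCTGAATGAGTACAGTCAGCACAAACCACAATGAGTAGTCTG. Site 4, from 56589425 to 56589658, is intergenic and 5933 bp upstream of *Il9*, and was called in every list except KO control, at ranks of 55.5% in WT control, 67.1% in WT TGF-β + IL-4 and 76.2% in KO TGF-β + IL-4 cells. Site 5, from 56608313 to 56608951, is intergenic and 25080 bp upstream. Its rank was 23.5% in WT control and 34.9% in WT TGF-β + IL-4 cells, and 78.5% in KO control and 69.9% in KO TGF-β + IL-4 cells. Site 6, from 56623424 to 56624126, overlaps an exon of *Fbxl21*, 40157 bp upstream, and ranked between 10.1% and 19.3% in the 4 lists. The number of DHSs in the window depended on the setting. With −log10 q of at least 5, WT TGF-β + IL-4 cells had 5, KO TGF-β + IL-4 cells 3 and each control 4. With the same number of top DHSs by −log10 p taken from every list, 27145, they had 4, 5 and 3, but this is the full length of the KO TGF-β + IL-4 list, so only the other lists could lose sites. Gene positions are those of the GENCODE vM1 annotation.

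**Figure D1:**
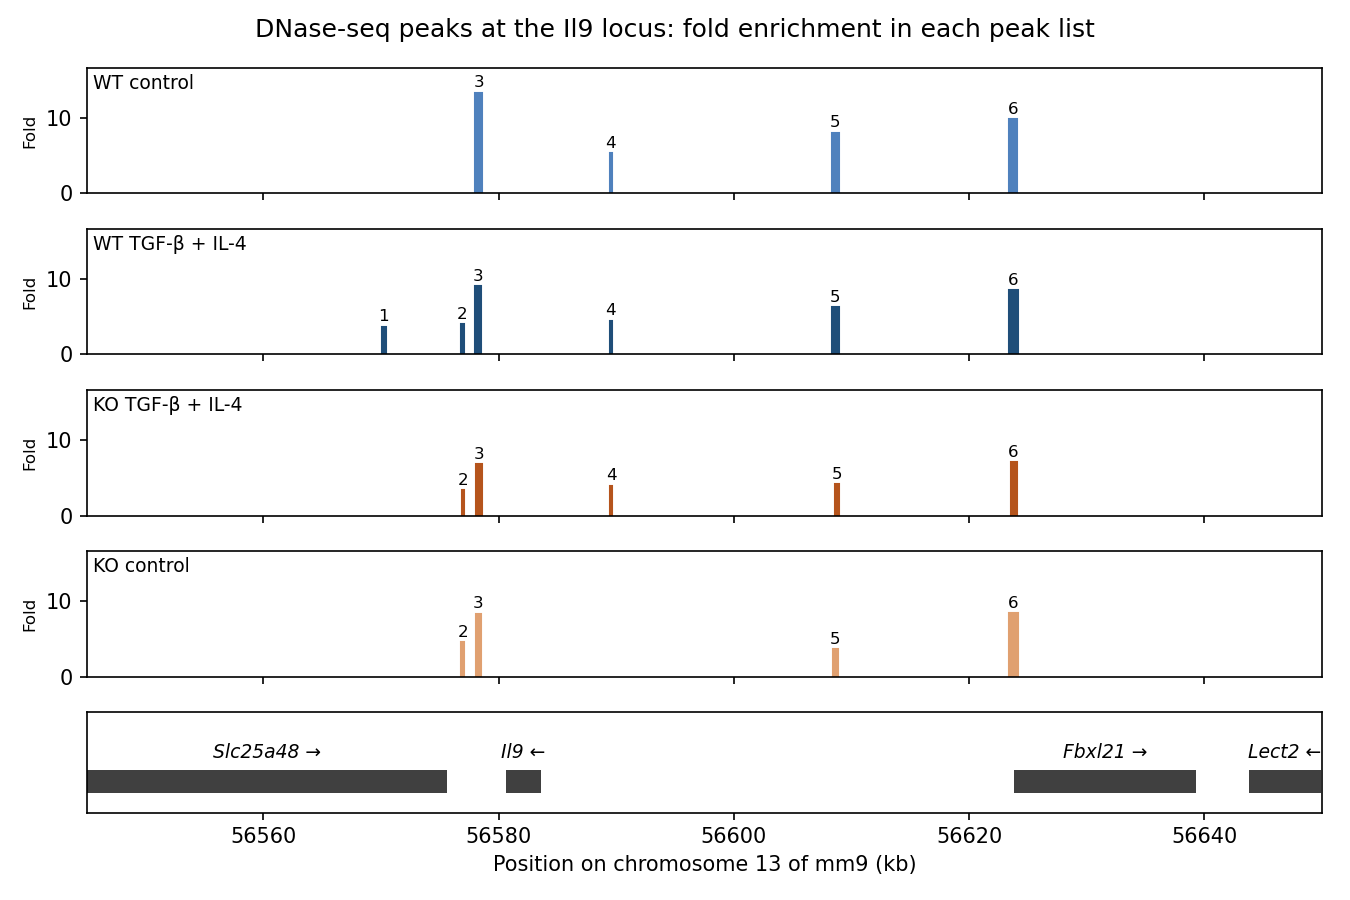
DHSs called around *Il9* on chromosome 13 of mm9 in the 4 lists, 1 library each. The horizontal axis is the position, each bar is a DHS with its fold enrichment as the authors' peak caller gave it, which ranks DHSs within a list only, numbers 1 to 6 mark the sites, and genes are drawn to scale. Sites 3, 5 and 6 are present in all 4 lists, and site 1 in WT TGF-β + IL-4 only.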

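Of the 33880 DHSs of WT TGF-β + IL-4 cells, 23517 overlapped a DHS of KO TGF-β + IL-4 cells and 10363 (30.6%) did not. Of the 27145 DHSs of KO TGF-β + IL-4 cells, 3462 (12.8%) overlapped none in WT TGF-β + IL-4 cells. With 1 library per condition these numbers compare libraries and carry no error. The DHSs found in one list only were the weaker ones. Ranked by −log10 p within the WT TGF-β + IL-4 list, with the strongest at percentile 100, the median was at percentile 22.5 for those absent from KO cells and at 64.5 for shared ones. In the KO TGF-β + IL-4 list the medians were at percentiles 17.2 and 56.0. Requiring 50% of each DHS to overlap gave 11680 DHSs in WT only and 4945 in KO only, and requiring summits within 100 bp gave 13325 and 6590. Keeping DHSs with −log10 q of at least 5 gave 9678 and 2566. With the same number of top DHSs taken from both lists there were 5717 in WT only and 5494 in KO only. Lists of equal length give similar numbers by construction, so this setting does not show whether the excess of DHSs in WT TGF-β + IL-4 cells comes from the depth of the libraries. WT control cells had 14147 DHSs that were absent from WT TGF-β + IL-4 cells, which in turn had 3644 absent from WT control cells. Between the controls, 13644 DHSs were in WT only and 2924 in KO only.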

Globally, the DNase-seq analysis revealed 3208 decreased DHSs and 7023 increased DHSs in the comparison of WT TGF-β + IL-4 versus KO TGF-β + IL-4. Motif analysis of the differential DHSs by Analysis of Motif Enrichment (AME) revealed a number of enriched transcription factor (TF) motifs including those for STAT proteins, E2f8, Dbp, and JunD from gene expression (Fig. 2b). Next, we also examined the TF motifs that existed in differential DHSs around *Il9* using Find Individual Motif Occurrences (FIMO). By comparing with the previous enriched TF motifs, we found several TFs, including Stat5a, Dbp and E2f8, in WT TGF-β + IL-4 cells, suggesting that Dbp and E2f8 are potential regulators for Th9 cell differentiation.

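FIMO and AME scan sequences with weight matrices of many factors, and those matrices were not used here. In their place, the consensus of the PAR bZIP family to which DBP belongs, RTTAYGTAAY, where R is A or G and Y is C or T, was searched on both strands of mm9. In the window of Fig. 2a around *Il9* no exact match was found. There were 23 matches with at most 1 mismatch, and 0 of them lay in a DHS of any of the 4 lists. The sites with a DHS, 234 to 703 bp wide, are a small part of this window. The number of matches expected in them was not computed, so the 0 does not speak against DBP sites in open chromatin. Genome wide, within 100 bp of the summit, 9 of the 10363 DHSs of WT TGF-β + IL-4 cells that were absent from KO TGF-β + IL-4 cells had an exact match (0.0868%), as did 20 of the 23517 shared ones (0.0850%), with an odds ratio of 1.02 (Fisher's exact test, two-sided, p = 1, adjusted p = 1). The share with at most 1 mismatch was 2.37% against 1.87%, with an odds ratio of 1.28 (Fisher's exact test, p = 0.00255, adjusted p = 0.00510). Among the DHSs of KO TGF-β + IL-4 cells, 2 of the 3462 absent from WT cells had an exact match, with an odds ratio of 0.595 (Fisher's exact test, p = 0.763, adjusted p = 1). With at most 1 mismatch the share was 2.80% in the DHSs of KO cells only against 1.88% in shared ones, with an odds ratio of 1.50 (Fisher's exact test, p = 0.000551, adjusted p = 0.00221). The adjusted values are Benjamini-Hochberg values over these 4 comparisons, which treat DHSs as independent and compare single libraries, not replicated conditions. The near matches were thus more frequent in the DHSs specific to either genotype, not in those of WT cells alone. Those DHSs also had a lower GC content than shared ones, with medians of 49.8% in WT only, 49.5% in KO only and 54.7% in shared DHSs, and the consensus is rich in A and T. In 5000 windows of the WT TGF-β + IL-4 list, 1.96% had a match with at most 1 mismatch, against 4.2% after the bases of each window were shuffled. From the motifs in the differential DHSs around *Il9* that were also enriched genome wide, the paper proposes Dbp and E2f8 as potential regulators of Th9 cell differentiation.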

**Fig. 2:**
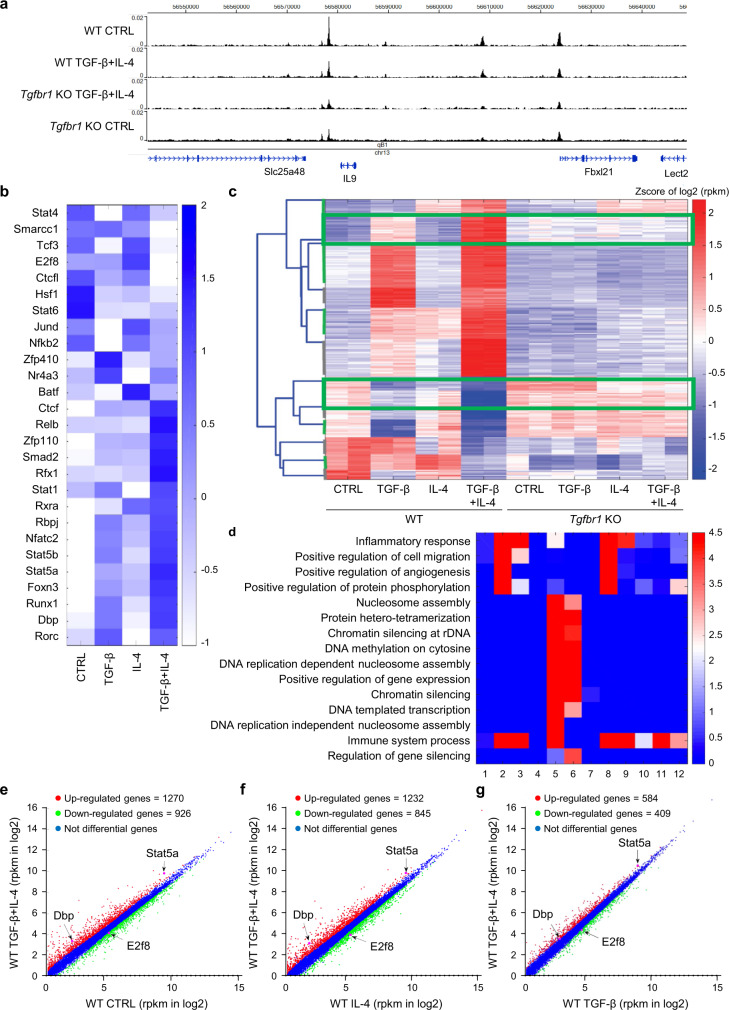
Identification of Stat5a, Dbp and E2f8 as critical transcription factors for *Il9* gene transcription. **a** A genome browser showed the genome wide profiles of DNase-seq data in four conditions including Control WT, WT TGF-β + IL-4, *Tgfbr1* KO TGF-β + IL-4 and Control *Tgfbr1* KO. **b** A heatmap showed the gene expression levels for the enriched transcription factor motifs for *Il9* in four conditions including WT Control, TGF-β, IL-4 and TGF-β + IL4. **c** A heatmap showed the clustering results (12 clusters in Supplementary Data 2) of the RNA-seq data in right conditions. The heatmap represents the Z-score of log 2-transformed rpkm expression levels. Two specific clusters were selected (with green border line) based on the distinct difference between WT TGF-β + IL-4 and all other conditions. **d** A heatmap showed the enriched GO terms for genes in each of the 12 clusters. **e** A scatter plot showed the comparison between the gene expression level of WT TGF-β + IL-4 versus control. **f** A scatter plot showed the comparison between the gene expression level of WT TGF-β + IL-4 versus WT IL-4. **g** A scatter plot showed the comparison between the gene expression level of WT TGF-β + IL-4 versus WT TGF-β.

We next measured the genome-wide gene expression profiles by RNA-seq analysis in the CD4^+^ naïve T cells under eight conditions, namely WT control, TGF-β, IL-4, and TGF-β + IL-4, and KO control, TGF-β, IL4, and TGF-β + IL-4 (Supplementary Data 1). 

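RNA-seq measures the amount of each transcript from the number of reads that fall on its gene. CD4+ T cells of 3 WT and 3 KO mice were each cultured under 4 conditions, which gave 24 libraries, 3 per condition, made by the Smart-seq2 method. The reads were aligned to mm9 with Bowtie2 and filtered by the authors as for DNase-seq, and expression was deposited as RPKM, read numbers scaled to the length of the gene and to the mapped reads of the library, for 24089 genes. The deleted gene was looked at first. *Tgfbr1* (ENSMUSG00000007613.9) lies on the plus strand of chromosome 4 from 47366094 to 47427803 in mm9. In the columns headed WT, replicates 1, 2 and 3 in that order, its RPKM was 3.02, 13.9 and 3.69 under control, 17.6, 3.25 and 14.0 under TGF-β, 3.48, 19.5 and 3.31 under IL-4, and 14.5, 3.94 and 20.7 under TGF-β + IL-4. In the columns headed KO it was 2.32, 2.37 and 2.92 under control, 3.45, 2.55 and 2.42 under TGF-β, 3.75, 5.18 and 3.05 under IL-4, and 3.24, 3.17 and 3.35 under TGF-β + IL-4. The median was 8.91 over the 12 WT columns and 3.11 over the 12 KO columns, and 5 KO columns lay below every WT column. The WT columns lay either between 3.02 and 3.94 or between 13.9 and 20.7. The KO columns, from 2.32 to 5.18, were near the lower set, so the medians do not show a loss of the transcript. Within each WT culture, however, the 3 columns differed by up to several fold, so the headings were compared with the read counts that Supplementary Data 3 lists for 8 of the WT libraries by library number. Those 8 are replicates 1 and 3 of the 4 WT cultures. The headings of the deposited columns and the read counts of Supplementary Data 3 disagree. The genes with 0 reads in a library were listed at 0 in one column, for at least 99.8% of the genes compared, but for only 2 of the 8 libraries, WT control replicate 1 and WT TGF-β + IL-4 replicate 3, was that the column headed with the library. The other 6 libraries matched columns headed with another library. No library of Supplementary Data 3 matched the remaining 4 WT columns, and the table has none for the 12 KO columns. The read counts thus do not settle the culture of these columns, and none was assigned to them. Of the 4 WT columns, those headed WT IL-4 replicate 1 and WT TGF-β replicate 3 do not hold the library of their heading, which matched another column. Results are therefore given as the columns are headed and, separately, for the 8 libraries identified by their read counts, 2 per WT culture, a choice made after the values were seen. Total read counts are not in the deposited table. From the steps between low RPKM values, the depth relative to WT TGF-β + IL-4 replicate 3 was between 0.826 and 1.66 (median 1.22) in the WT columns and between 0.794 and 1.40 (median 1.13) in the KO columns. Cultures were compared with limma on log2(RPKM + 1), for genes with a mean RPKM of at least 1 in the libraries compared, and a gene was called changed at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.5, the thresholds that the paper states. A fold change on this scale understates the change of genes with a low RPKM.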

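The 12 lists of Supplementary Data 2 hold 2277 genes, from 84 to 377 per list, and all of them are in the deposited table. They were chosen by the study on these samples, so their values describe the lists and were not tested. Over the libraries identified by their read counts, the median log2 change of a cluster's genes from WT control to WT TGF-β + IL-4 ranged from −0.66 in cluster 7 to 0.67 in cluster 2, with 6 clusters above 0 and 6 below. Taken alone, replicates 1 and 3 gave changes of the same sign in all 12 clusters, with 0.63 and 0.67 for the pairs of cluster 2 but −0.81 and −0.49 for those of cluster 7. Cluster 2 rose by 0.77 with TGF-β alone, and its median change with IL-4 alone was −0.03. In cluster 1, by contrast, the median was 0.50 with TGF-β + IL-4 and 0.09 and 0.06 with TGF-β or IL-4 alone. Cluster 9, which holds *Il9*, *Stat5a* and *Irf4*, rose by 0.53 with both cytokines, 0.24 with TGF-β and 0.23 with IL-4. Over the columns as headed, 3 per culture, the 12 medians for TGF-β + IL-4 against control lay between −0.25 and 0.22, and the 3 same-numbered pairs of cluster 2 ranged from −0.82 to 0.77.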

Analysis of the RNA-seq assays revealed 12 gene clusters (Supplementary Data 2) for the eight conditions (Fig. 2c) using K-medoids clustering. 

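Over the columns as headed, the replicates that Supplementary Data 3 names for each comparison, 1 and 3, gave 3 genes higher and 0 lower in WT TGF-β + IL-4 than in WT control cells among 9795 genes tested, with 1778 genes at an unadjusted p under 0.05. Against IL-4 they gave 16 higher and 2 lower among 9810, with 1308 genes at an unadjusted p under 0.05, and against TGF-β 0 among 9854, with 107 genes. The paper names no replicate 2 for these comparisons, without giving a reason. By read counts, some columns so headed hold libraries that it names. With the column headed replicate 2 added, no gene was called in any of the 3 comparisons. At an unadjusted p under 0.05 there were 61 genes against control (9780 tested), 37 against IL-4 (9813) and 289 against TGF-β (9825). In the same columns, TGF-β against control and IL-4 against control also called 0 genes, with 456 and 93 genes at an unadjusted p under 0.05. Over the 8 libraries identified by their read counts, 654 genes were higher and 330 lower in WT TGF-β + IL-4 than in WT control cells, among 9825 tested. Against WT IL-4 cells there were 651 higher and 334 lower among 9845, and against WT TGF-β cells 286 higher and 166 lower among 9857. In these libraries TGF-β alone changed 342 genes upward and 219 downward from control among 9731 tested, and IL-4 alone 53 upward and 20 downward among 9674. The interaction of TGF-β and IL-4, which tests whether both cytokines together differ from the sum of each one alone, called 77 genes higher and 14 lower among 9799. The setting that moved these counts most was the filter on low values. With every gene above 0 kept, the count against control fell from 984 to 296. On log2(RPKM + 1), the genes with the largest increases were *Aqp3*, *Gsta4*, *Fbxo2*, *Chil3* and *S100a8*, with log2 fold changes of 4.70, 3.49, 3.46, 3.42 and 3.33. The genes with the largest decreases on that scale were *Nrn1*, *Plaur*, *Gzmb*, *Ccl3* and *Il3*, at −2.84, −2.43, −2.09, −2.05 and −2.04. These 10 were picked after the values were seen, since the columns as headed called none with all 3 replicates.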

Importantly, we observed that there were many more upregulated genes and down regulated genes under the WT TGF-β + IL-4 than the other conditions (Fig. 2c), indicating more extensive gene reprogramming under this condition. By performing gene ontology (GO) analysis (Gene Ontology Consortium) of the different clusters of genes, we observed that the genes in the cluster with the most increasing patterns compared to other conditions are enriched with GO terms related to immune response (Fig. 2d), suggesting the immunological roles of the Th9 cells stimulated by TGF-β plus IL-4.

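*Dbp* (ENSMUSG00000059824.4) lies on the plus strand of chromosome 7 from 52960458 to 52965525 in mm9 and encodes D-binding protein, a PAR bZIP transcription factor. In the columns headed replicates 1 and 3, its RPKM was 2.63 and 2.34 in WT control, 8.01 and 6.24 in TGF-β, 3.43 and 2.29 in IL-4 and 6.62 and 9.72 in TGF-β + IL-4 cells. The columns headed replicate 2 had 4.97, 2.97, 8.25 and 2.14 in that order. The study's comparisons name no replicate 2, but by read counts these columns include libraries that the comparisons use. The lowest value, under the heading TGF-β + IL-4, belongs to IL-4 replicate 3 by its read counts, and so shows no fall of *Dbp* with both cytokines. Over all 3, the RPKM was 3.31 ± 1.44 (SD, n = 3) in control, 5.74 ± 2.56 (SD, n = 3) in TGF-β, 4.66 ± 3.17 (SD, n = 3) in IL-4 and 6.16 ± 3.81 (SD, n = 3) in TGF-β + IL-4 columns. By their read counts, the columns headed control hold libraries of different cultures, as do those headed TGF-β + IL-4. Their spread is thus not that of replicates. The log2 fold change of TGF-β + IL-4 was 0.61 (standard error 0.47) over control, 0.31 (0.54) over IL-4 and −0.00 (0.51) over TGF-β. Each lay within the spread of the columns headed alike (limma with Benjamini-Hochberg adjustment, adjusted p = 0.999, 1.00 and 1.00). Leaving out replicate 3 reversed the change over IL-4, to −0.39, and took that over control to 0.07. Leaving out the columns headed replicate 2 raised them to 1.24 over IL-4 and 1.38 over control. By read counts this choice of columns is not the study's choice of libraries. Neither passed the threshold on p (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0791 and 0.0485). In the libraries identified by their read counts, the 2 replicates were close, at 2.63 and 2.29 in WT control, 4.97 and 6.62 in TGF-β, 2.34 and 2.14 in IL-4 and 8.01 and 9.72 in TGF-β + IL-4 cells, with means of 2.46 ± 0.241, 5.79 ± 1.17, 2.24 ± 0.140 and 8.86 ± 1.21 (SD, n = 2 each). Both TGF-β + IL-4 libraries lay above the other 6. The log2 fold change was 1.51 over control (standard error 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 1.56e-05) and 1.60 over IL-4 (0.11, adjusted p = 7.36e-05). Over TGF-β it was 0.54 (0.13), which passed neither threshold, since the fold change on this scale was also under 1.5 (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0137). TGF-β alone also raised *Dbp* over control, by 0.97 on the log2 scale (standard error 0.13, limma with Benjamini-Hochberg adjustment, adjusted p = 0.000748), and the interaction of the cytokines was 0.63 (0.19), not past the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0748). The 4 WT columns whose culture is not settled had 2.97, 6.24, 3.43 and 8.25. For 12 of the 27 factors in the heatmap of Fig. 2b, both TGF-β + IL-4 libraries lay above all 6 others, and for 3 further factors, *Smarcc1*, *E2f8* and *Hsf1*, both lay below.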

Among the potential regulators found in Fig. 2b, we observed that *Dbp* was consistently increased in the WT cells stimulated with TGF-β + IL-4 compared to other culture conditions including cells stimulated with medium (WT control), IL-4 (WT IL-4), and TGF-β (WT TGF-β) (Fig. 2e–g and Supplementary Data 3). In addition, *Stat5a* was also increased in TGF-β + IL-4 treated cells (Fig. 2e–g), consistent with a previous report^41^. On the other hand, *E2f8* was consistently decreased in the WT CD4^+^ T cells cultured with TGF-β + IL-4 compared to other culture conditions (Fig. 2e–g). These results suggest that DBP and Stat5a function as activators, and E2F8 as a repressor in *Il9* gene transcription during Th9 differentiation.

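*Stat5a* (ENSMUSG00000004043.8) lies on the plus strand of chromosome 11 from 100720665 to 100746483 in mm9. The columns headed replicates 1 and 3 had an RPKM of 114 and 146 in WT control, 248 and 174 in TGF-β, 146 and 112 in IL-4 and 147 and 255 in TGF-β + IL-4 cells, and those headed replicate 2 had 171, 125, 262 and 151. The 3 columns of each culture gave 144 ± 28.7 (SD, n = 3), 182 ± 62.2 (SD, n = 3), 173 ± 78.6 (SD, n = 3) and 184 ± 61.5 (SD, n = 3). The log2 fold change of TGF-β + IL-4 over control was 0.33 (standard error 0.25), over IL-4 0.14 (0.35) and over TGF-β 0.02 (0.31). None was larger than the spread of the columns headed alike, which mix cultures by their read counts (limma with Benjamini-Hochberg adjustment, adjusted p = 0.999, 1.00 and 1.00). Without replicate 3, the changes over IL-4 and TGF-β turned negative, to −0.39 and −0.24. In the identified libraries *Stat5a* was 114 and 112 in control, 171 and 147 in TGF-β, 146 and 151 in IL-4 and 248 and 255 in TGF-β + IL-4 cells, or 113 ± 1.61, 159 ± 17.1, 148 ± 3.54 and 252 ± 4.95 (SD, n = 2 each). There the increase passed the threshold over all 3 other cultures, with log2 fold changes of 1.15 over control (standard error 0.06), 0.76 over IL-4 (0.06) and 0.66 over TGF-β (0.07) (limma with Benjamini-Hochberg adjustment, adjusted p = 2.57e-06, 0.000103 and 0.000128). The call over TGF-β was lost when no filter on low values was applied. The 4 columns of unsettled culture had 125, 174, 146 and 262.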

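*E2f8* (ENSMUSG00000046179.10) lies on the minus strand of chromosome 7 from 56121799 to 56136966 in mm9 and encodes a member of the E2F family. As headed, replicates 1 and 3 had an RPKM of 6.66 and 7.29 in WT control, 5.01 and 5.84 in TGF-β, 7.29 and 6.37 in IL-4 and 6.10 and 4.62 in TGF-β + IL-4 cells, and replicate 2 had 7.59, 6.36, 5.51 and 8.99. The means of the 3 were 7.18 ± 0.473 (SD, n = 3), 5.74 ± 0.678 (SD, n = 3), 6.39 ± 0.887 (SD, n = 3) and 6.57 ± 2.22 (SD, n = 3). The log2 fold change of TGF-β + IL-4 was −0.15 over control (standard error 0.21), 0.00 over IL-4 (0.22) and 0.13 over TGF-β (0.22), so that no decrease was resolved (limma with Benjamini-Hochberg adjustment, adjusted p = 0.999, 1.00 and 1.00). Leaving out replicate 2 gave −0.33, −0.31 and −0.02. In the libraries identified by their read counts, *E2f8* was 6.66 and 6.37 in control, 7.59 and 6.10 in TGF-β, 7.29 and 8.99 in IL-4 and 5.01 and 4.62 in TGF-β + IL-4 cells, or 6.52 ± 0.205, 6.85 ± 1.05, 8.14 ± 1.20 and 4.82 ± 0.278 (SD, n = 2 each), and both TGF-β + IL-4 libraries were the lowest of the 8. The decrease passed the threshold over IL-4, at −0.65 (standard error 0.11, limma with Benjamini-Hochberg adjustment, adjusted p = 0.00372). It was −0.37 over control (0.10) and −0.43 over TGF-β (0.11), neither past the thresholds (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0144 and 0.0210). Without the filter on low values the call over IL-4 was lost as well. The interaction of TGF-β and IL-4 was −0.70 (0.17), with neither cytokine alone giving a lower mean than control (limma with Benjamini-Hochberg adjustment, adjusted p = 0.0366). The 4 columns whose culture is open had 6.36, 5.84, 7.29 and 5.51.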

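*Il9* itself had an RPKM of 9.93 and 13.0 in WT control, 36.1 and 45.2 in TGF-β, 14.6 and 8.15 in IL-4 and 40.1 and 34.1 in TGF-β + IL-4 cells in the columns headed replicates 1 and 3, and of 45.9, 10.9, 33.6 and 17.4 in those headed replicate 2. Over the 3 columns of each culture it was 23.0 ± 20.0 (SD, n = 3), 30.7 ± 17.7 (SD, n = 3), 18.8 ± 13.2 (SD, n = 3) and 30.5 ± 11.8 (SD, n = 3). The log2 fold change of TGF-β + IL-4 was 0.63 over control (standard error 0.59), 0.81 over IL-4 (0.52) and 0.13 over TGF-β (0.56). All lay within the spread of the columns headed alike, which mix cultures by their read counts (limma with Benjamini-Hochberg adjustment, adjusted p = 0.999, 1.00 and 1.00). Without replicate 1 the change over control fell to −0.02. The libraries identified by their read counts had 9.93 and 8.15 in control, 45.9 and 40.1 in TGF-β, 13.0 and 17.4 in IL-4 and 36.1 and 34.1 in TGF-β + IL-4 cells, which gives 9.04 ± 1.26, 43.0 ± 4.12, 15.2 ± 3.08 and 35.1 ± 1.43 (SD, n = 2 each). *Il9* rose by 1.85 over control (standard error 0.10) and by 1.17 over IL-4 (0.12) on the log2 scale, both past the thresholds (limma with Benjamini-Hochberg adjustment, adjusted p = 1.89e-06 and 0.000355). The second call was lost when genes with low values were kept. TGF-β alone raised it by 2.13 over control (0.10), and with both cytokines it was −0.28 from TGF-β alone (0.08), not past the threshold (limma with Benjamini-Hochberg adjustment, adjusted p = 1.48e-06 and 0.0209). The 4 columns of open culture had 10.9, 45.2, 14.6 and 33.6. From the higher *Dbp* and *Stat5a* and the lower *E2f8* in WT cells cultured with TGF-β + IL-4, the paper proposes that DBP and Stat5a act as activators and E2F8 as a repressor of *Il9* transcription.

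**Figure D2:**
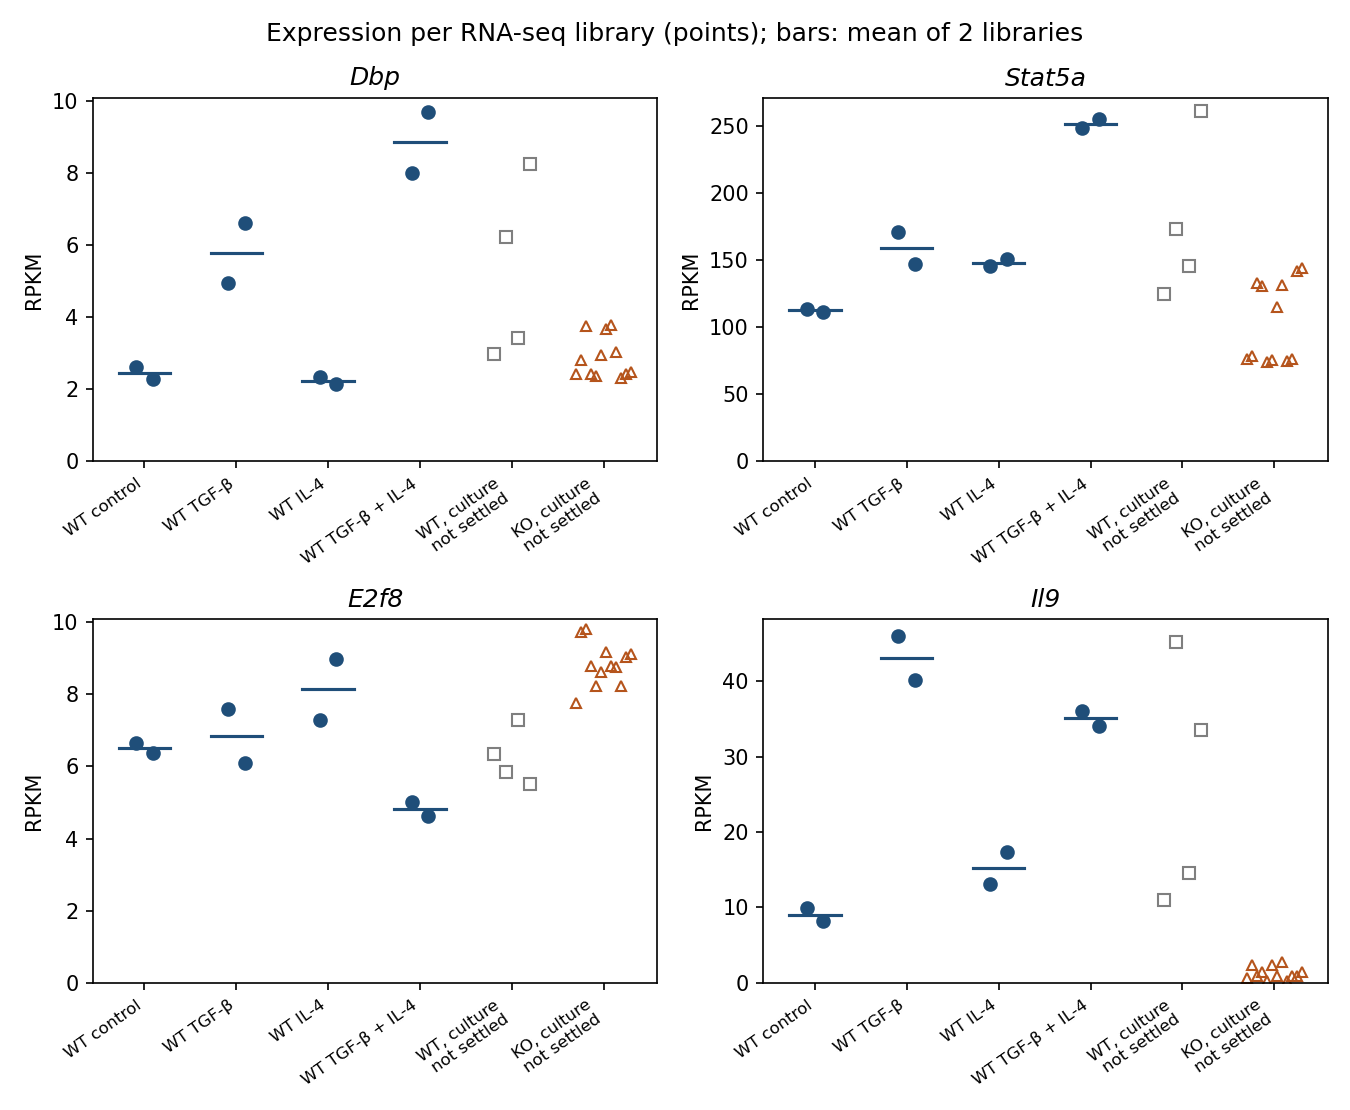
RPKM of *Dbp*, *Stat5a*, *E2f8* and *Il9* in each of the 24 RNA-seq columns, on a linear axis from 0. Circles are the 8 WT libraries identified by their read counts, by culture, with a line at the mean of 2, open squares are the 4 WT columns and open triangles the 12 KO columns whose culture is not settled. The circles for TGF-β + IL-4 are the highest of the 8 for *Dbp* and *Stat5a* and the lowest for *E2f8*, while for *Il9* those for TGF-β alone are higher.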

We next validated by quantitative real-time PCR that TGF-β plus IL-4, but not either one alone, significantly upregulated the *Dbp* and *Stat5a* mRNAs, but downregulated *E2f8* mRNA in CD4^+^ T cells compared to T cells treated with TCR alone with real time-PCR at 24 h (Fig. 3a). Indeed, *Stat5a*, *Dbp* and *Il9* gene expression was upregulated but *E2f8* was downregulated at 72 h after stimulation (Supplementary Fig. 3a), similar to or even better than 24 h. Importantly, these TGF-β plus IL-4-mediated changes in *Dbp* mRNAs were completely abolished in *Tgfbr1*^*−/−*^ T cells (Fig. 3a), suggesting an essential role of TGF-β signaling in the process. Consistently, TGF-β plus IL-4 enhanced the DBP proteins compared to T cells treated with TCR stimulation only (Fig. 3b), but this increase in DBP was completely abrogated in *Tgfbr1*^*−/−*^ T cells (Fig. 3b). Interestingly, pStat5 protein was upregulated by TGF-β or IL-4 as well as TGF-β plus IL-4 treatment compared to TCR-treated cells; however, the increased pStat5 was abolished in *Tgfbr1*^*−/−*^ T cells (Fig. 3b), suggesting a required role of TGF-β signaling in pStat5a activation. In marked contrast, TGF-β alone, IL-4 alone and TGF-β plus IL-4 stimulation substantially decreased E2F8 protein in WT CD4^+^ T cells compared to TCR-treated T cells (Fig. 3b); however, this change was reversed in *Tgfbr1*^−/−^ CD4^+^ T cells (Fig. 3b), suggesting a required role of TGF-β signaling in TGF-β and IL-4 mediated downregulation of E2F8. However, how TGF-β signaling also regulates IL-4-mediated E2f8 downregulation remains to be elucidated. We also compared the expression of DBP and E2F8 between Th9 and Th1, Th2, Th17, or Tregs, and found that DBP was increased in Th9 and Treg cells, and the suppression of *E2f8* mRNA and its protein was found however only in Th9 cells (Supplementary Fig. 3b, c). The data collectively indicate that TGF-β and IL-4 signaling increases DBP but decreases E2F8 during Th9 cell differentiation.

**Fig. 3:**
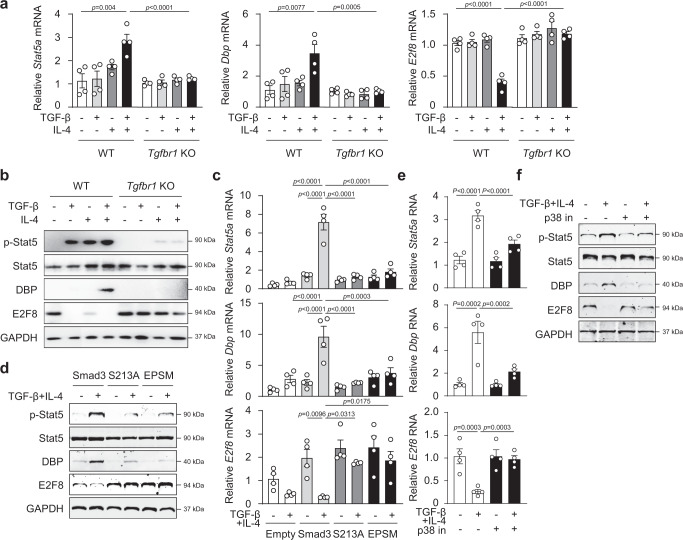
TGF-β plus IL-4 signaling increases DBP but decreases E2F8 during Th9 differentiation. **a** RT-PCR analysis and **b** Western blotting of Stat5, DBP and E2F8 in WT and *Tgfbr1* KO CD4^+^ T cells cultured with TGF-β, IL-4 or TGF-β plus IL-4. Expression of Stat5a, DBP and E2F8 during TGF-β and IL-4 stimulation in WT, S213A- or EPSM-Smad3 mutants transfected CD4^+^ T cells **c**, **d** or p38 inhibitor-pretreated CD4^+^ T cells **e**, **f** as in **a**, **b**. **a**, **c**, **e** The data were representative of four independent experiments or **b**, **d**, **f** three experiments. Data were analyzed by two-way ANOVA with Tukey’s test. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

### pSmad3L-Ser^213^ regulates *Dbp* and *E2f8* expression

As the phosphorylation of Smad3L-Ser^213^ affects *Il9* gene transcription following TGF-β plus IL-4 stimulation, we next investigated the role of pSmad3L-Ser^213^ in regulating *Dbp* and *E2f8* as well as *Stat5a* expression. Firstly, analysis of the *Stat5, Dbp*, and *E2f8* promoters (from −2000 to −1 bp relative to TSS) with Genomatix software, which identifies transcription factor-binding sites showed that the promoters of these three transcription factors contained at least one Smad3-binding element, defined by the consensus nucleotide sequence GTCTAGAC, located at −1864/−1859, −1845/−1840, and −1764/−1759 (*Stat5a*); −1645/−1640 and −837/−832 (*Dbp*); −730/−725 (*E2f8*) relative to the TSS, respectively (Supplementary Fig. 4a). Chromatin immunoprecipitation (ChIP) assay showed that binding of Smad3 to the *Stat5a* and *Dbp* promoter region was significantly enriched in CD4^+^ T cells in response to TGF-β plus IL-4 (Supplementary Fig. 4b, c). Smad3 is bound at *E2f8* promoter in normal conditions, but it decreased in response to TGF-β plus IL-4 (Supplementary Fig. 4d), suggesting that TGF-β/IL-4-mediated decrease in *E2f8* expression may be due to the reduced Smad3 binding at *E2f8* gene.

Upon TGF-β and IL-4 stimulation, CD4^+^ T cells that were transfected with intact Smad3 (WT) exhibited significant upregulation of *Dbp* mRNA and DBP protein, but CD4^+^ T cells transfected with mutated Ser^213A^ or EPSM in SMAD3 linker regions completely abolished the increase in *Dbp* and DBP protein (Fig. 3c, d); On the other hand, TGF-β plus IL-4 stimulation significantly downregulated the amounts of *E2f8* mRNA and E2F8 protein in CD4^+^ T cells transfected with WT Smad3; however, this was completely reversed in the T cells transfected with mutated Ser^213A^ and EPSM (Fig. 3c, d). The increase in the expression and activation of Stat5a was also suppressed by the mutations of Ser^213A^ and EPSM (Fig. 3c, d). The data indicate that pSmad3L-Ser^213^ is the key to the upregulation of DBP expression and Stat5a activation and the downregulation of E2F8 during Th9 differentiation.

As MAPK p-p38 is the key factor in promoting pSmad3L-Ser^213^ (Fig. 1c), which plays an indispensable role in *Il9* gene transcription CD4^+^ T cells in response to TGF-β and IL-4 (Fig. 1d, e), we hypothesized that p-p38 activity affected *Stat5a, Dbp* and *E2f8* expression. We cultured naïve CD4^+^ T cells under Th9 differentiation conditions in the presence of p38-specific inhibitor and found that blockade of p-p38 activity indeed substantially suppressed the amounts of *Dbp* mRNA and DBP protein, but enhanced *E2f8* mRNA and E2F8 protein (Fig. 3e, f). Inhibition of p-p38 also decreased the *Stat5a* mRNA, and the amounts of pStat5 protein (Fig. 3e, f). The data reveal that pSmad3L-Ser^213^ is the key to the differential regulation of *Dbp* and *E2f8* in response to TGF-β and IL-4 in CD4^+^ T cells.

### Increased DBP and decreased E2F8 bindings at *Il9* gene during Th9 differentiation

In addition to assessing the impact of the changes in their expressions, we next determined that the bindings of DBP, Stat5a and E2F8 to the *Il9* gene were also affected by TGF-β and IL-4 stimulation during Th9 differentiation. Analysis of the *Il9* promoter with PROMO software (ALGGEN), which identifies transcription factor-binding sites, revealed that the *Il9* promoter region contains at least one downstream (designated as *a*) and three upstream (designated as *A, B, C)* binding sites of DBP (located at +965/+1033, −1565/−1555, −1052/−1042 and −178/−168), one downstream (designated as *a*) and two upstream (designated as *A, B*) binding sites of E2F8 (located at +43/+61, −1827/−1815 and −413/−404), and one downstream (designated as *a*) and four upstream (designated as *A, B, C, D*) binding sites of Stat5a (located at +113/+160, −1782/−1756, −1421/−1383, −362/−324 and −136/−110), relative to the transcription starting sites (TSS) (Fig. 4a). ChIP analysis showed that the bindings of all DBP and Stat5a to the *Il9* promoter region were significantly enriched in CD4^+^ T cells in response to TGF-β plus IL-4 compared with their bindings in T cells stimulated with TCR alone (Fig. 4b, c). Conversely, the binding of E2F8 to the upstream binding motifs and the downstream binding motif at the *Il9* promoter region was significantly downregulated in T cells in response to TGF-β plus IL-4 compared to its binding in cells stimulated with TCR alone (Fig. 4d). The data reveal that TGF-β plus IL-4 also enhances the direct binding of Stat5a and DBP, but decreases the binding of E2F8 at the *Il9* promoter.

**Fig. 4:**
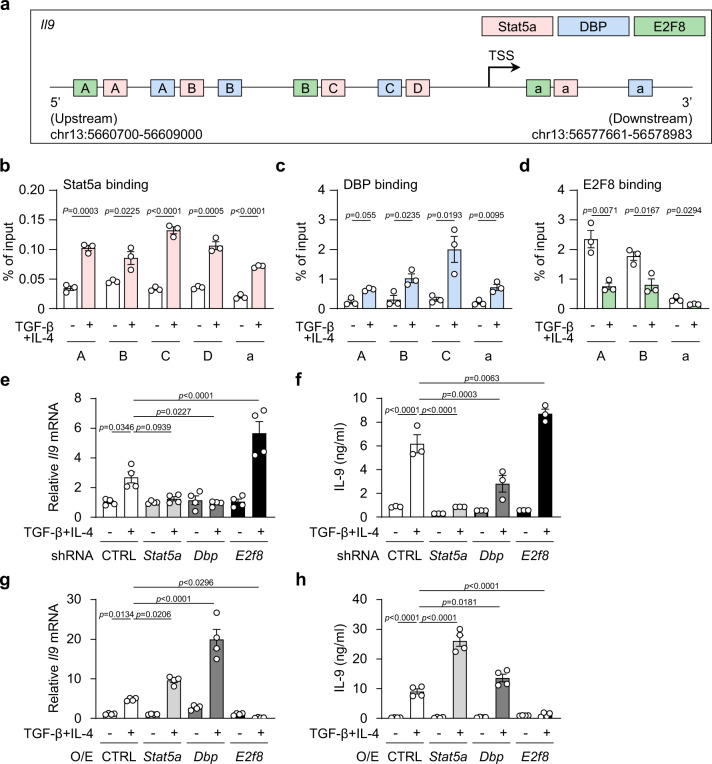
Increased DBP but decreased E2F8 binding at *Il9* gene during Th9 differentiation. **a** Identification of Stat5a, DBP and E2F8 binding elements in the *Il9* gene. **b**–**d** ChIP assay analysis for binding of Stat5a, DBP and E2F8 to the promoter region of the *Il9* during Th9 differentiation. **e**, **g** Expression of *Il9* mRNA and **f**, **h** ELISA of IL-9 and in CD4^+^ T cells transfected with *Stat5a*, *Dbp* or *E2f8* specific shRNA **e**, **f** or overexpressing virus **g, h** followed by stimulation with TGF-β plus IL-4. O/E, Overexpressed. **b**–**d**, **f** These data were representative of three independent experiments or **e**, **g**, **h** four experiments. These data were analyzed by **b**, **d** two-tailed unpaired Student’s *t* test or **e**–**h** one-way ANOVA with Tukey’s test. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

### DBP promotes and E2F8 inhibits *Il9* gene expression

Next, we determined the activating function of DBP and the repressive role of E2F8 in *Il9* gene transcription during Th9 differentiation. To achieve this, we sufficiently knocked down the expression of *Dbp* and *E2f8* as well as *Stat5a* with their specific shRNAs. Strikingly, knockdown of *Dbp* with its specific shRNA resulted in a significant reduction in the amounts of *Il9* mRNA and IL-9 protein compared to control shRNA-treated T cells when stimulated with TGF-β plus IL-4 (Fig. 4e, f and Supplementary Fig. 4e). In marked contrast, knockdown of *E2f8* with its specific shRNA significantly increased *Il9* mRNA and IL-9 protein in CD4^+^ T cells compared to T cells treated with control shRNA (Fig. 4e, f and Supplementary Fig. 4e). As expected, reduction of *Stat5a* also decreased *Il9* mRNA and IL-9 protein (Fig. 4e, f and Supplementary Fig. 4e). The data indicate that DBP enhances and E2F8 suppresses *Il9* gene transcription.

To further validate the regulatory and opposing functions of DBP and E2F8 in IL-9 production, we next performed gene gain-of-function studies by overexpression of *Dbp, E2f8* and *Stat5* in T cells. The overexpression of *Dbp or Stat5* significantly enhanced Th9 cells, whereas overexpression of *E2f8* decreased Th9 cells induced by TGF-β plus IL-4. (Fig. 4g, h and Supplementary Fig. 4f). The Th9 cell differentiation was further increased at 5 days after treatment of TGF-β plus IL-4 (Supplementary Fig. 4g). Importantly, the knockdown by sh*Stat5a* or sh*Dbp* transfection in T cells significantly decreased IL-9-producing T cells, whereas sh*E2f8*-transfected T cells enhanced Th9 cells in the 5-day cultures, indicating that the transcription factors indeed affect Th9 polarization. The data collectively indicate that Stat5 and DBP acts as key enhancers and E2F8 a key repressor in *Il9* gene transcription during Th9 differentiation.

### TGF-β+IL-4 increases DBP and decreases E2F8 in CD8 Tc9 cells

In addition to Th9 cells, CD8^+^ T cells can also produce IL-9 (Tc9) in response to TGF-β and IL-4 stimulation (Supplementary Fig. 5a, b)^42^. We observed that TGF-β plus IL-4 also increased *Dbp* mRNA and DBP protein, but decreased *E2f8* mRNA and E2F8 protein expressions in CD8^+^ T cells (Supplementary Fig. 5c, d). *Stat5a* and p-Stat5a were also upregulated by TGF-β and IL-4 treatment (Supplementary Fig. 5c, d). As with Th9 cells (Fig. 1d, e), inhibition of p38 suppressed *Il9* mRNA and IL-9 protein in CD8^+^ T cells induced by TGF-β and IL-4 (Supplementary Fig. 5a, b, e, f). Importantly, inhibition of p38 also decreased the expression of Dbp and increased E2f8 in Tc9 cells respectively (Supplementary Fig. 5c, d). The expression of *Stat5a* was also suppressed by the inhibitor of p38 (Supplementary Fig. 5c, d). The data indicate a similar role of these transcription factors in IL-9 production in CD8^+^ T cells.

### DBP and E2F8 in human TH9 cell differentiation

We next extended our studies to investigate the expression and function of DBP and E2F8 in human TH9 cell differentiation. We isolated naïve CD4^+^ T cells from peripheral blood mononuclear cells of healthy subjects and stimulated the cells with anti-CD3 and anti-CD28 antibodies in the absence and presence of TGF-β and IL-4. As expected, and consistent with our previous findings^9^, TGF-β plus IL-4 induced *Il9* mRNA (Supplementary Fig. 6a) and IL-9 protein (Supplementary Fig. 6b, c) in human T cells. Similar to murine CD4^+^ T cells, TGF-β plus IL-4 increased the mRNAs of *DBP* and *STAT5A*, but decreased *E2F8* mRNA (Fig. 5a). Western blot analysis revealed a substantial upregulation of DBP and pSTAT5 proteins, and downregulation of E2F8 protein in human CD4^+^ T cells stimulated with TGF-β plus IL-4 compared to cells stimulated with TCR alone (Fig. 5b). Importantly, knockdown of *DBP* and *E2F8* genes in human T cells also suppressed and enhanced *Il9* gene expression and IL-9 production during TH9 differentiation, respectively (Fig. 5c, d). As expected, knockdown STAT5A also suppressed TH9 cells (Fig. 5c, d). Consistent with mouse CD4^+^ T cells, blockade of p-p38 with a specific inhibitor also decreased amounts of pSTAT5 and DBP, but increased E2F8 protein (Fig. 5e), and consequently resulted in downregulation of IL-9 production in human CD4^+^ T cells treated with TGF-β and IL-4 (Fig. 5f). The data indicate that DBP and E2F8 are also required to enhance and repress *Il9* gene expression in human T cells, respectively.

**Fig. 5:**
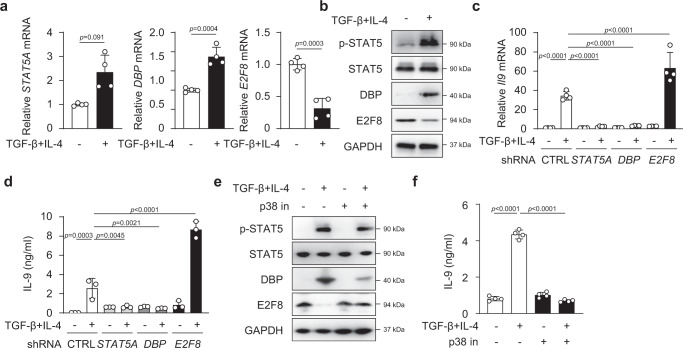
The functions of DBP and E2F8 in human TH9 differentiation. **a** RT-PCR analysis and **b** Western blotting of STAT5, DBP and E2F8 in human CD4^+^ T cells cultured with TGF-β plus IL-4 for 5 days. **c** Expression of *Il9* mRNA after 3 days and **d** ELISA of IL-9 after 5 days in human CD4^+^ T cells transfected with *STAT5A*, *DBP* or *E2F8* specific siRNA, followed by stimulation with TGF-β plus IL-4. **e** Western blotting of STAT5, DBP and E2F8 and **f** IL-9 protein were measured by ELISA in human CD4^+^ T cells cultured with TGF-β plus IL-4 with or without p38 inhibitor for 5 days. **a**, **c**, **f** These data are representative of four independent experiments or **b**, **d**, **e** three experiments. These data were analyzed by **a** two-tailed unpaired Student’s *t*-test or **c**, **d**, **f** one-way ANOVA with Tukey’s test. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

### Opposing functions of DBP and E2F8 in Th9-mediated anti-tumor response in mice

Having established opposing functions for DBP and E2F8 in Th9 cell differentiation in vitro, we next determined the roles of DBP and E2F8 in Th9 cell-mediated anti-tumor activity in vivo. As Th9 cells have been well documented to suppress tumor growth^8,9,43^, we firstly utilized an experimental mouse model of melanoma in which *Rag1*^−/−^ mice were injected with B16F10 melanoma cells and treated with adoptive transfer of Th9 cells^9^. Naïve CD4^+^ T cells were genetically engineered to knockdown *Dbp* or *E2f8* genes by retroviral transfection of their specific shRNAs; a control shRNA was used as a control of transfection. These genetically engineered T cells were subsequently stimulated with TGF-β and IL-4 to induce Th9 cells (Fig. 6a). Consistent with what we showed earlier (Fig. 4), we found that knockdown of *Dbp* decreased, and reduction of *E2f8* increased, Th9 cell differentiation (Fig. 6a). We then adoptively transferred these engineered T cells into *Rag1*^–/–^ recipient mice by intravenous injection, and then subcutaneously injected B16 melanoma cells into the same mice. Consistent with our previous report^9^, mice without transfer of T cells consistently showed aggressive tumor growth (Fig. 6b), whereas treatment of mice with T cells transfected with the control shRNA, resulting in normal Th9 cells, significantly decrease tumor growth (Fig. 6b). Strikingly, however, mice that received *Dbp* shRNA-engineered T cells that decreased IL-9 (Fig. 6a) were less effective at eliminating tumor than normal Th9 cells (Fig. 6b), whereas mice that received *E2f8* shRNA-engineered T cells that increased IL-9 (Fig. 6a) showed significantly slower tumor growth, when compared to mice that received T cells treated with the control shRNA (Fig. 6b). Consistent with the growth curve, analysis of the tumor weight at the end of the experiment showed that treatment of tumor-bearing mice with T cells deficient in *Dbp* significantly increased tumor weight, but treatment of tumor-bearing mice with T cells deficient in *E2f8* profoundly decreased tumor weight (Fig. 6c). Analysis of T cells isolated from the tumor tissues as well as from draining lymph nodes and spleens revealed no changes in the frequencies of IFN-γ- and TNFα-producing Th1 cells, IL-4-producing Th2 cells, IL-17-producing Th17 cells or Foxp3^+^ Tregs among all the groups of mice (Supplementary Fig. 7a–e), suggesting that the antitumor effects were primarily due to the injected Th9 cells, but not other T cell subsets.

**Fig. 6:**
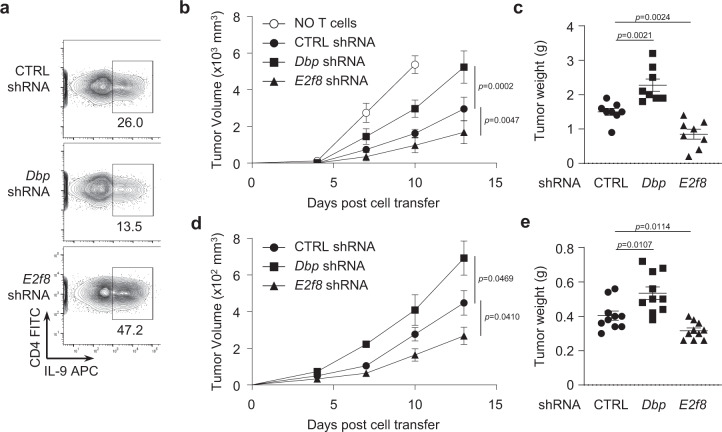
DBP and E2F8 play opposite roles of Th9 cell mediated anti-tumor activity in vivo. **a** Intracellular staining of IL-9 produced by CD4^+^ T cells with indicated shRNA transfection before cells were transferred into *Rag1*^*−/−*^ mice. Tumor growth over time in 8-week-old male and female *Rag1*^*−/−*^ mice given intravenous transfer of CTRL, *Dbp* or *E2f8* shRNA treated CD4^+^ T cells along with simultaneous subcutaneous injection of **b** B16 melanoma cells (male: *n* = 5 and female: *n* = 3 mice per group) or **d** MCA205 fibrosarcoma cells (male: *n* = 5 and female: *n* = 5 mice per group) on day 0. **c**, **e** Tumor weight at the end of experiments from **b** and **d**. These data were analyzed by two-tailed unpaired Student’s *t*-test. These data were representative of two independent experiments. Graphs show the mean±SEM. Source data are provided as a Source Data file.

The same anti-tumoral and pro-tumoral effects of DBP and E2F8 on Th9 cells were verified in another experimental model of MCA205 fibrosarcoma. Mice bearing the fibrosarcoma and receiving *Dbp* shRNA-engineered T cells showed less effective at eliminating tumor than normal Th9 cell-injected mice (Fig. 6d) and larger tumor size and increased weight (Fig. 6e) than did mice that received control shRNA-treated T cells, whereas mice that received *E2f8* shRNA-engineered T cells showed significantly slower tumor growth (Fig. 6d) and reduced weight **(**Fig. 6e**)** than did mice that received control shRNA-treated T cells. Analysis of the intratumor T cells isolated from all the mice showed similar numbers of Th1, Th17 and Tregs (Supplementary Fig. 7f–j) as was seen in the melanoma model. Intriguingly, however, we noticed that the intratumor T cells from mice treated with *Dbp*-knockdown Th9 cells exhibited a slight but statistically significant decrease in IL-4 production, but the intratumor T cells from mice treated with *E2f8*-knockdown Th9 cells showed increased IL-4 secretion compared to the mice treated with control T cells (Supplementary Fig. 7h) in this fibrosarcoma model, although the mechanisms and functional significance of this observation remains unknown.

As seen in vitro, mice that received *Stat5a* shRNA-engineered T cells also exhibited significantly faster tumor growth (Supplementary Fig. 8a, b), suggesting that Stat5 indeed also plays an important role in Th9-mediated antitumor activity. We also investigated whether IL-9 affects anti-tumor therapeutic effects in vivo in the MCA205 fibrosarcoma model and we found indeed that neutralization of IL-9 with anti-IL-9 antibody abolished the anti-tumor therapeutic effects of *E2f8*-knockdown Th9 cells (Supplementary Fig. 8c, d). Importantly, knockdown of *Dbp* and *E2f8* genes in CD4^+^ T cell suppresses and promotes *Granzyme b*, respectively, in Th9 cells in vitro (Supplementary Fig. 8e) and also in Granzyme B^+^ T cells in tumor-bearing mice in vivo (Supplementary Fig. 8f). The data collectively reveal the opposing activities between DBP and E2F8 in the regulation of Th9 cells in cancer immunotherapy in vivo.

## Discussion

Th9 cells as a recently identified subset of CD4^+^ T effector cells are involved in the pathogenesis of allergy and asthma and play an important role in anti-tumor immunity^1,11^. In this paper, we have discovered transcription factors DBP and E2F8 to be the key activator and repressor, respectively, for *Il9* gene expression, and these transcription factors are controlled by phosphorylated Smad3 linker region Ser^213^ (pSmad3L-Ser^213^) downstream of TGF-β and IL-4 signaling during Th9 differentiation.

Several unprecedented conclusions can be drawn from these findings. Firstly, the phosphorylation and activation of Smad3L-Ser^213^ rather than the Smad3 C-terminal is required for *Il9* gene expression in Th9 cells. Supporting this conclusion are several lines of experimental evidence. At early time point (1 h), only pSmad3L-Ser^213^, but not pSmad3C and pSmad3L-Thr^179^, is substantially upregulated by TGF-β plus IL-4 treatment compared to TGF-β alone; pSmad3C is actually decreased in TGF-β plus IL-4 treated T cells compared to TGF-β-treated cells. By 2 h, the pSmad3L-Ser^213^ continues to increase and is the highest among the three phosphorylated sites of Smad3 in response to TGF-β and IL-4. Although both the linker region (sites Ser^213^ and Thr^179^) and the C-terminal of Smad3 can be phosphorylated by TGF-β plus IL-4 signaling, only the suppression of pSmad3L-Ser^213^ by either p38 inhibitor or mutation of Ser^213A^, both which do not affect pSmad3C levels, blocks the induction of *Il9* gene expression in CD4^+^ T cells. Additionally, the phosphorylation of other sites of Smad3 linker region such as Smad3L-Thr^179^, is not required for *Il9* gene expression, as blocking the phosphorylation of Smad3L-Thr^179^ with ERK- and JNK- specific inhibitors that do not change the pSmad3L-Ser^213^ and fail to change Th9 cell generation. The key role of pSmad3L-Ser^213^ in *Il9* gene induction is further confirmed by the fact that mutation of Ser^213A^ causes almost complete abrogation of *Il9* gene induction as seen by the mutation of all the sites of the linker region (EPSM) of Smad3. Furthermore, the fact that pSmad3L-Ser^213^ is indispensable to controlling the expression of DBP and E2F8, which directly bind to the *Il*9 gene and respectively activates and represses *Il9* gene transcription, provides unequivocal evidence to establish pSmad3L-Ser^213^ as the key factor linking the signaling from TGF-β and IL-4 to Th9 generation. Finally, a role of pSmad3C in Th9 cell differentiation is excluded by the fact that mutation of the Smad3 C-terminal to abolish the phosphorylation of Smad3C fails to change *Il9* gene expression in CD4^+^ T cells in response to TGF-β and IL-4. The discovery of the key role of pSmad3L-Ser^213^ rather than pSmad3C in *Il9* gene expression is unexpected, as all of the published studies thus far have only focused on the activation of the C-terminal of Smad3/2 (pSmad3C and/or pSmad2C), which can be activated by TGF-β and IL-4 signaling, and pSmad3C is assumed to be evidence of Smad3 involvement in Th9 cell differentiation. Thus, there have been no publications addressing the role of the Smad3 linker region in Th9 cell differentiation. This finding is also significant since this is the first evidence that the Smad3 linker region but not pSmad3C is essential and sufficient in Th9 cell differentiation. This finding is consistent with the observation that pSmad3C can be directly activated by TGF-β signaling through TGF-β receptor I, which is critical for the generation of Foxp3^+^ Tregs and RORγt^+^ Th17 cells^44,45^, but the linker region of Smad3 can also be activated by mitogen-induced pathways including inflammatory cytokines and factors^21,23,46^ in addition to TGF-β signaling, as exemplified here by IL-4 and TGF-β. Of note, the requirement for pSmad3L-Ser^213^ seems to be specific to IL-9 production induced by IL-4 plus TGF-β signaling, as IL-6 plus TGF-β signaling, which also induces some IL-9 in T cells^37^, does not require pSmad3L-Ser^213^ participation. These findings pave the way for elucidating the exact molecular mechanisms related to the involvement of the Smad3 linker region in the differentiation of other T cell subsets.

Secondly, MAPK p38 is the key to phosphorylating and activating pSmad3L-Ser^213^ in mediating the signaling downstream of TGF-β and IL-4 stimulation. In the search for the upstream activators that incite the phosphorylation of the Smad3 linker region, we focus on the ERK, JNK,and p38, which have been well documented to be able to regulate the phosphorylation of the Smad3 linker region in response to different stimuli in the presence and absence of TGF-β signaling^21,23,46^. For example, it has been reported that EGF induces Smad3L phosphorylation at Thr^179^, Ser^204^ and Ser^208^ through ERK^47^, while cyclin-dependent kinase (CDK) can phosphorylate Smad3 at all four linker sites, including Ser^213^, in epithelial cells^48^. Although TGF-β also induces phosphorylation on Smad3L-Thr^179^, Ser^204^, Ser^208^, but not Ser^213^, CDK instead of ERK activity is required for TGF-β-induced Smad3L phosphorylation^35^. In this study, we have shown in CD4^+^ T cells that the combination of TGF-β and IL-4, but neither one alone, induces a fast and optimal phosphorylation of JNK, ERK and p38 that appears as early as 15-30 min and peaks at 1 h after stimulation. However, despite the phosphorylation of all three MAPKs, only blocking of p-p38, but not p-ERK and p-JNK, with their specific inhibitors suppresses *Il9* gene expression induced by TGF-β and IL-4. The reason for this is that inhibition of p-ERK and p-JNK only suppresses the phosphorylation of Smad3L-Thr^179^, but not Smad3L-Ser^213^, thus eliminating them as the key factors in *Il9* gene expression. In contrast, blockade of p38 phosphorylation with its specific inhibitor suppresses the pSmad3L-Ser^213^, although it also suppresses pSmad3L-Thr^179^. Thus, the findings identify the key role of p38 in promoting *Il9* gene transcription through pSmad3L-Ser^213^ in Th9 differentiation. Of note, we have also excluded a major role of Stat6 in the cascade of p-p38/Smad3L-Ser^213^ in *Il9* gene expression, because blockade of p-p38 does not significantly change the amounts of pStat6 in T cells. This finding, however, does not preclude a role for Stat6 in IL-9 production through other pathways^1,38,41^.

Significantly, circadian DBP activates, and E2F family member E2F8 represses, *Il9* gene transcription during Th9 differentiation. Recently, it was reported that DBP might be involved in mucosal ILC3-derived IL-22 production, although the underlying molecular mechanisms remain unclear^49,50^. By using non-biased and global DNA-seq and RNA-seq analyses in CD4^+^ T cells stimulated with TGF-β and IL-4 in comparison to normal T cells treated with TCR stimulation alone and to *Tgfbr1*^−/−^ CD4^+^ T cells, we have identified that *Dbp* is upregulated and *E2f8* downregulated in normal CD4^+^ T cells during Th9 cell differentiation. In addition, Stat5a is also increased in Th9 cells consistent with a previous report^41^, so we used Stat5 as a positive control in our paper. In addition, Stat5 activation is also involved in promoting *Foxp3* gene expression in response to TGF-β and IL-2^51–53^, thus Stat5 is not the specific inducer for Th9 differentiation. 

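The genotypes can be compared over all 12 columns headed WT and all 12 headed KO, whatever the culture of each, as ranges and medians of RPKM. *Dbp* was between 2.33 and 3.79 (median 2.66) in the KO columns and between 2.14 and 9.72 (median 4.20) in the WT columns. *E2f8* was between 7.77 and 9.83 (median 8.79) in KO and between 4.62 and 8.99 (median 6.36) in WT, and 5 KO columns lay above every WT column. *Stat5a* was between 74.3 and 144 (median 97.2) in KO and between 112 and 262 (median 149) in WT. *Il9* was between 0.250 and 2.72 (median 0.914) in KO and between 8.15 and 45.9 (median 25.5) in WT, so that every KO column lay below every WT column. Of 9726 genes with a mean RPKM of at least 1, 157 had all KO columns below all WT columns and 199 had all KO columns above them. As headed, KO TGF-β + IL-4 differed from KO control by −0.21 (standard error 0.13) on the log2 scale for *Dbp* and by −0.04 (0.10) for *E2f8* (limma with Benjamini-Hochberg adjustment, adjusted p = 0.655 and 0.916). The interaction of genotype with TGF-β + IL-4 was −0.82 (0.53) for *Dbp* and 0.11 (0.24) for *E2f8*, neither resolved (limma with Benjamini-Hochberg adjustment, adjusted p = 0.999 for both), and called 0 of 9706 genes, with 281 at an unadjusted p under 0.05. These last values rest on headings of single cultures that the read counts contradict for 6 of 8 WT libraries and leave unchecked for all KO libraries.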

The increase in *Dbp* and decrease in *E2f8* mRNA induced by TGF-β and IL-4 have been verified by real-time quantitative PCR. At the protein level, DBP is substantially increased and E2F8 decreased in T cells stimulated with TGF-β and IL-4. Strikingly, the changes in DBP and E2F8 are absolutely dependent on TGF-β signaling, as *Tgfbr1*^−/−^ T cells exhibit complete failure of DBP upregulation and E2F8 downregulation in response to TGF-β plus IL-4 signaling. This TGF-β plus IL-4 signaling-mediated increase in DBP and decrease in E2F8 also occurs during IL-9 production in Tc9, suggesting a general function of these two transcription factors in *Il9* gene expression. We found that Th9 cells exhibited highest DBP, although Tregs also showed some increase in DBP. Interestingly and importantly, the suppression of E2F8 was found only in Th9 cells, suggesting it is more specific in Th9 cell differentiation. Further mechanistic studies revealed that the changes between DBP and E2F8 were critically mediated by the p-p38-pSmad3L-Ser^213^ axis, as blockade of p-p38 activity or mutation of Smad3L-Ser^213A^ abolished the upregulation of DBP and downregulation of E2F8 in T cells induced by TGF-β and IL-4. The findings that Smad3 directly binds to the promotors of *Dbp* and *Stat5a* genes as determined by ChIP provides evidence of direct interaction between pSmad3L-Ser^213^ and the two positive transcription factors. Intriguingly, the lack of direct binding of Smad3 to the *E2f8* promoter suggests that Smad3 could bind at other sites such as enhancers of the *E2f8* gene or could regulates of *E2f8* indirectly through other transcription factors, a fascinating question remaining to be elucidated in the future.

ChIP analysis also uncovered multiple binding domains for DBP and E2F8 upstream and downstream of the *Il9* promoter, to which these two transcription factors as well as Stat5a could directly bind. Importantly, TGF-β and IL-4 treatment enhanced the binding of DBP and Stat5a but removes the binding of E2F8 at the *Il9* promoter. Finally, both loss- and gain-of-function approaches have confirmed the activating and repressive functions of DBP and E2F8 respectively, for Th9 differentiation. Direct and acute knockdown of *Dbp* and *Stat5a* with their specific shRNAs significantly reduces IL-9 production, whereas knockdown of *E2f8* dramatically increases *Il9* gene expression. Conversely, overexpression of *Dbp* and *Stat5* in T cells significantly increases, but overexpression of *E2f8* suppresses, Th9 cell differentiation.

Recently, it was reported that IL-4 in combination with IL-1β also can activate Th9 differentiation in the absence of TGF-β signaling^54^. This study suggests that IL-1β/IL-4 induction IL-9 expression requires NF-κB but not TGF-β signaling. As IL-1β could induce TAK1 and NF-κB activation^55^, which is also critical for IL-9 expression^9^, it is likely that IL-lβ skips the TGF-β signaling to directly activate TAK1-NF-κB pathway and *Il9* gene expression. Although it remains to be elucidated, it is unlikely that IL-1β/IL-4-induced *Il9* gene expression is involved DBP and E2F8 pathways, because both transcription factors require TGF-β-pSmad3L-Ser^213^ signaling.

Finally and significantly, the opposing regulatory roles between DBP and E2F8 in Th9 cells contribute to Th9-mediated anti-tumor immunity in tumor in vivo and also play an important role in human TH9 differentiation. Supporting this conclusion are the findings obtained in two independent experimental models of melanoma and fibrosarcoma in mice. Reduction of *Dbp* and *E2f8* expression in CD4^+^ T cells respectively decreases and increases IL-9 production, and this decrease and increase respectively enhance and suppress tumor growth when the genetically engineered CD4^+^ T cells are adoptively transferred into the *Rag1*^*−/−*^ mice bearing the melanoma and fibrosarcoma. As expected, Stat5 in Th9 cells also has the anti-tumor effects in vivo. Intriguingly, inhibition of p38 with its inhibitor in Th9 cells did not show significant effects on the tumor growth compared to control Th9 cell treated tumor mice, despite the indisputable evidence that in vitro p38 inhibition significantly suppressed Th9 differentiation. The underlying mechanism remains unknown, but this might be because p38 has many other downstream targets and also affects other behavior of the T cells in vivo. The differential tumor immunotherapeutic effects are attributed to the changes in Th9 cells with *Dbp* and *E2f8* gene knockdown, as analysis of the tumor infiltrated lymphocytes (TIL) reveals no differences between the two groups with respect to other T cell subsets such as Th1, Th2, Th17 or Treg cells. As expected, and consistent with previous reports^8,9,43^, IL-9^+^ T cells are scarcely detectable in the TILs harvested from mice injected with Th9 cells, suggesting a dynamic and likely unstable feature of this subset^56^. However, the anti-tumor effect of transferred Th9 cells is indeed dependent on IL-9, as neutralization of IL-9 in the treated mice abolishes the antitumor function of the injected Th9 cells^7–9^. It has been suggested that Th9 cells initiate or incite a destructive program through secretion of granzyme B and other factors to cancer cells^11^. We revealed here that DBP and E2F8 in Th9 cells enhances and suppresses the expression of Granzyme B, respectively, in vitro and in vivo, but they have no significant effects on other anti-tumor cytokines, such as IL-3, IL-10, and IL-21. Moreover, it is also shown that Th9 may indirectly participate in anti-tumor immunity by activating other cells such as CD8^+^ T cells, mast cells, NK cells, ILC2s and by recruiting DCs^57^. We did not observe significant changes of mast cells and DCs in tumor tissues in *Dbp*- or *E2f8*-knockdowned Th9 cell treated tumor mice. This suggests that DBP and E2F8 in Th9 cells may function through regulation of Granzyme B for their anti-tumor function^43,58^. It remains a fascinating question whether Th9 cells can transform into other effector cells or educate and expand other immune effector T cells which in turn harbor tumor-suppressive functions^56^, as well as the exact executionary molecular mechanisms of Th9-cell mediated inhibition and/or killing of tumor cells. It should be pointed out that the roles of DBP and E2F8 in Th9 cells in the pathogenesis of other Th9-associated diseases such as allergy and asthma remain unknown and await further study. The findings that human DBP and E2F8 are also respectively upregulated and downregulated by TGF-β plus IL-4 stimulation and act as enhancer and suppressor to human TH9 differentiation reveals previously unrecognized targets for the investigation of TH9-mediated diseases and tumor immunotherapy in human patients.

In sum, we have discovered a previously unrecognized pivotal role of phosphorylation of pSmad3L-Ser^213^ in controlling the expression and function of two newly identified transcription factors, DBP and E2F8, in Th9 differentiation, in response specifically to TGF-β and IL-4 signaling. The opposing functions of DBP and E2F8 as enhancer and repressor respectively, in Th9 cells contribute to Th9-medaited anti-tumor effects in experimental models of melanoma and fibrosarcoma and suggest their biological significance in cancer immunotherapy. The opposing functions of DBP and E2F8, which have been reproduced and confirmed in human TH9 cells, provide potential clinical targets for the development of Th9 cell-mediated immunotherapy for human cancers.

## Methods

### Mice

Male and female C57BL/6 mice (#000664), *Rag1*^*−/−*^ mice (#034159), *Ert2-cre*^+^ mice (#008463), and *Cd4-cre*^*+*^ mice (#022071) were obtained from The Jackson Laboratory. The generation of *Tgfbr1*^f/f^ mice has been described^59^. *Smad3*^*−/−*^ mice^33^, *Tgfbr1*^f/f^ *Cd4*-*cre*^+^ mice^60^ and *Tgfbr1*^*f/f*^ *Ert2-cre*^+^ *mice*^61^ (on a C57BL/6 background) were bred under specific pathogen-free conditions in the animal facility of National Institute of Dental and Craniofacial Research. *Tgfbr1*^*f/f*^ *Ert2-cre*^+^ mice were generated in house by crossing *Ert2*-cre^+^ mice with *Tgfbr1*^f/f^ mice, and the mice were treated with tamoxifen (1 mg/mouse) per day for 5 days to delete TβRI. Both sexes in the age of 8 to 10 weeks were used for all experiments. All mice were co-bred under the same conditions in a 12 h light/dark cycle-, temperature (23  ±  3 °C)- and humidity (range 40-60)-controlled room. All animal studies were performed according to US National Institutes of Health guidelines for the use and care of live animals and approved by the Animal Care and Use Committees of National Institute of Dental and Craniofacial Research.

### Antibodies, reagents and plasmids

The following antibodies for flow cytometry (Supplementary Table 1**)**: Fluorochrome-conjugated anti-mouse CD3 (17A2) AF780 APC, anti-mouse CD3 (OKT3) APC-eFluor450, anti-mouse CD4 (RM4-5) PerCP, anti-human CD4 (RPA-T4) FITC, anti-mouse CD8a (53-6.7) FITC, anti-mouse IL-10 (JES5-16E3) FITC, anti-mouse IL-13 (eBio13A) PE, anti-mouse IL-17 (eBio17B7) PE/Cyanine7, anti-mouse IFN-γ (XMG1.2) eFluor450, anti-mouse IL-4 (11B11) PE, anti-mouse Foxp3 (FJK-16s) Pacific blue, anti-mouse Granzyme B (NGZB) APC and isotype-matched control antibodies (rat immunoglobulin G1 (IgG1) κ-chain (R3-34), rat IgG2a (R35-95) and rat IgG2b (A95-1)) were from eBioscience. Fluorochrome-conjugated anti-mouse IL-9 (RM9A4) APC, anti-human IL-9 (MH9A4) PE, anti-mouse TNF (MP6-XT22) FITC and anti-mouse IL-4 (11B11) PE/Cyanine7 were from BioLegend. The live/Dead fixable dead cell stain kit was purchased from Invitrogen. Antibodies for Western blotting were from the following sources (Supplementary Table 1**)**: Phosphor-Smad3L-Thr^179^ (ab74062), phosphor-Smad3L-Ser^213^ (ab63403), phosphor-Smad3 C-ter (ab52903), Smad3 (ab75512), Dbp (ab227591) and E2f8 (ab109596) were from Abcam. Phosphor-JNK (4668), total-JNK (9252), phosphor-ERK1/2 (9101), total-ERK (9102), phosphor-p38 (9211), total-p38 (9212), phosphor-Stat5 (9351), total-Stat5 (94205), total-Stat6 (9362), GAPDH (5174), and horseradish peroxidase-conjugated anti-rabbit IgG (7074) and anti-mouse IgG (7076) were from Cell Signaling Technology. phosphor-Stat6 was from Santa Cruz (sc-11762). Recombinant mouse IL-4 (404-ML), mouse IL-12 (419-ML), mouse IL-6 (406-ML), mouse IL-2 (402-ML), human IL-4 (204-IL) and human TGF-β1 (240-B) were from R&D Systems. In indicated experiments, MEK/ERK inhibitor U0126 (Promega), JNK inhibitor II SP600125 (Calbiochem), and p38 inhibitor SB203580 (Promega) were used at 10 μM.

### Murine and human primary T cell isolation and culture

Spleen and lymph nodes were isolated from mice, and red blood cells (RBC) were removed by ACK buffer. Naïve CD4^+^ CD62L^+^ cells or CD8^+^ cells were purified by MACS magnetic bead cell sorting (Miltenyi Biotec) and were cultured at 37 °C at a density of 1 × 10^6^ cells per well in 24-well plates with plate-bound anti-mouse CD3 (1 μg/ml) plus soluble anti-mouse CD28 (1 μg/ml) in the presence of TGF-β1 (2 ng/ml) plus IL-4 (10 ng/ml). Human peripheral blood mononuclear cells (PBMCs) provided by healthy volunteers were obtained from the Department of Transfusion Medicine (DTM) of the US National Institutes of Health through their approved protocol number NCT000001846. Naïve CD4^+^ T cells were purified with a Human Naïve T Cell Isolation kit (Miltenyi Biotec) as instructed in the manual. The isolated cells were cultured with plate-bound anti-human CD3 (1 μg/ml) and soluble anti-human CD28 (1 μg/ml). After 3 days, these cells were incubated with a combination of TGF-β1 (2 ng/ml) and IL-4 (10 ng/ml).

### Real-time RT-PCR

Total RNA was derived from cultured cells with an RNeasy Mini kit (Qiagen), and cDNA was synthesized with a High Capacity cDNA Reverse Transcription kit (Applied Biosystems). Quantitative real-time PCR was performed according to the protocol of TaqMan gene expression master mix (Applied Biosystems) using a QuantStudio 3 Real-Time PCR Systems (Applied Biosystems) with the following primers: mouse *Il9* (Mm00434305), mouse *Stat5a* (Mm00839861), mouse *Dbp* (Mm00497539), mouse *E2f8* (Mm01204160), mouse *Grzmb* (Mm00442837), mouse *Hprt*, (Mm00446968), human *IL9* (Hs00914237), human *STAT5A* (Hs00559643), human *DBP* (Hs00609747), human *E2F8* (Hs00226635) and human *ACTB* (Hs99999903). Results were normalized to those of *Hprt* or *ACTB* mRNA. All data were quantified by the 2^−ΔΔCT^ method.

### RNA-mediated interference and overexpression

For siRNA-mediated knockdown, the cells were transfected with human *STAT5A*-, *DBP*- and *E2F8*-specific siRNA (Sigma-Aldrich) using Lipofectamine RNAiMAX (Invitrogen) for 24 h. The constructs of Mouse *Stat5a*, *Dbp* and *E2f8* short hairpin RNA (shRNA) expression vectors in pGFP-V-RS plasmid were purchased from Origene. For overexpression, pCMV6-*Stat5a* (Origene), pPM-C-HA-*Dbp* (Abcam) and Myc-DDK-tagged *E2f8* (Origene) were used. All plasmid DNAs were isolated using the QIAGEN Plasmid kits (Qiagen) following the manufacturer’s instructions.

### Generation of SMAD3 constructs with linker region mutation

Plasmids for FLAG-tagged Smad3 wild-type, S213A, EPSM and ΔSSVS were kindly provided from Dr. Ying E. Zhang (NCI, NIH). These plasmids in retroviral pLPCX vector were made by subcloning these cDNA fragments from pCMV5B encoding FLAG-tagged Smad3^62^. The DNA fragments were amplified and subcloned into pMSCV-IRES-GFP retroviral vector between the *Xho*I and *EcoR*I restriction enzyme sites.

### Transfection

Human embryonic kidney (HEK) 293 T cells were purchased from the ATCC and were kept as a frozen stock. For transfection, HEK 293 T cells (2 × 10^6^) were cultured in a 10 cm^2^ diameter cell culture dish for overnight, and transiently transfected with specific target vector and pCL-ECO packaging vector (Addgene) using TurboFect transfection reagent (Thermo Scientific). After 48 h post-transfection, the culture supernatant containing viruses was collected. Using these viral supernatants, T cells were spinfected with polybrene (5 μg/ml). The transfection medium was then removed, and the T cells were cultured for an additional 48 h in complete cell culture medium.

### Flow cytometry

The cells were stained with antibodies specific to the various surface molecules, fixed and permeabilized with Fixation/Permeabilization buffer solution according to the manufacturer’s protocol (eBioscience). For intracellular cytokine staining, cells were stimulated for 4 h at 37 °C with PMA (phorbol 12-myristate 13-acetate; 10 ng/ml), ionomycin (1 μg/ml) and GolgiPlug (1:1,000 dilution; BD Pharmingen), followed by staining with Fixation/Permeabilization buffer solution according to the manufacturer’s protocol (BD Bioscience). The cells were incubated in FACS buffer (0.5% BSA and 0.1% NaN_3_ in PBS) with fluorochrome-conjugated antibodies (all diluted 1:100) for 30 min on ice. Stained cells were analyzed on a FACS Fortessa (BD Bioscience) with FlowJo software v 10.7.1.

### Western blot assay

The proteins samples were extracted with RIPA lysis buffer. They were separated by SDS-PAGE and transferred onto polyvinylidene difluoride (PVDF) membranes (Milipore). The membranes were blocked with 5% nonfat milk in TBST (0.5 M NaCl, Tris-HCl, pH 7.5 and 0.5% Tween-20) for 1 h at room temperature and separately incubated with the primary antibodies (all antibodies used at a dilution of 1:1000) in 5% BSA in TBST overnight at 4 °C. The membranes were washed with TBST buffer and then incubated with horseradish peroxidase-conjugated secondary antibodies (1:2000 dilution) for 1 h. The results were visualized by enhanced chemiluminescence using an Amersham Imager 600 (Cytiva) according to the manufacturer’s protocol.

### ELISA

For IL-9 cytokine assays, the cell culture supernatants were collected after 72 h. Cytokine was quantified using IL-9 ELISA kit (BioLegend) according to the manufacturer’s protocol.

### DNA-Seq assay

Cells were crosslinked with 1% formaldehyde at room temperature for 10 min. 0.3 unit of DNase I (Roche) was added to the cells and incubated at 37 °C for 5 min. The reaction was stopped by adding 10 mM EDTA. The DNase-seq libraries were prepared using Illumina kits, and were amplified preferentially using a two-step method to amplify the short DNA fragments released from the DNA I hypersensitive sites. The fragments were isolated on E-gel SizeSelect agarose gels (Invitrogen), and the libraries were sequenced on the Illumina HiSeq 2500.

### RNA-seq assay

Cells were sorted directly into 700 μl of QIAzol Lysis Reagent in the miRNAeasy Micro Kit (QIAGEN). Total RNA was extracted and on-column digestion with DNase (QIAGEN) was performed, followed by elution with RNase-free water, then were reverse transcribed by SuperScript II (Invitrogen). cDNA was pre-amplified by PCR using KAPA HiFi HotStart ReadyMix (Kapa Biosystems, 2602), and purified using Ampure XP beads (Beckman Coulter). RNA-seq libraries were prepared through the Smart-seq2 method^63^. We performed GO analysis for 12 differential clusters (Supplementary Data 2) using the category of biological process in Gene Ontology Consortium. The color level represents the negative logarithm of the adjusted *p*-value (*p*-value of 0.05) for the significance of the GO terms. The intensity of red represents greater significance of the GO terms whereas blue represents less significant GO terms. Benjamini and Hochberg correction for multiple tests.

### Processing of the sequencing data

Reads from DNase-seq and RNA-seq data were mapped to mouse genome (mm9) using Bowtie2. Reads with MAPQ ≤ 10 or redundant reads that mapped to the same location and orientation were removed. DNase-seq data was normalized by the total library size. DHS from DNase-seq data were called by MACS as ‘narrow peaks’. Gene expression level was then measured by calculating the normalized reads per kilobase per million mapped reads (rpkm) for each gene using EdgeR (FDR < 0.01 and fold-change > 1.5).

### Motif finding

FIMO was applied to the differential DNase hypersensitive sites in order to identify the enriched motifs (*p*-value < 0.001).

### Chromatin immunoprecipitation (ChIP) assay

ChIP assay was carried out by using a ChIP assay kit (Diagenode). Briefly, CD4^+^ T cells were cultured at a density of 5 × 10^6^ cells per well in 6 well plates with anti-CD3 and anti-CD28 in the presence or absence of TGF-β1 (2 ng/ml) and IL-4 (10 ng/ml) for 1 h. The cells were collected and then were fixed with 1% formaldehyde and lysed in lysis buffer for 10 min at room temperature. Lysates were sonicated using the Bioruptor Standard (Diagenode), followed by precipitation with anti-Smad3 and control rabbit IgG. One-tenth of each chromatin sample was kept as the input DNA control. ChIP and total input DNAs were analyzed by real-time RT-PCR with SYBR green PCR reagent (Qiagen) using the following primers for *Stat5a*, *Dbp*, *E2f8* and *Il9* promoter (Supplementary Table 2).

### Tumor-bearing model

CD4^+^ naïve T cells were isolated from C57BL/6 mice and were cultured with anti-CD3 and anti-CD28 overnight, then control shRNA, *Stat5* shRNA, *Dbp* shRNA or *E2f8* shRNA was added. After 48 h, the cells were continued being cultured with TGF-β1 and IL-4 for another 3 days for cell transfer. B16F10 melanoma cells or MCA205 fibrosarcoma cells (5 × 10^5^ cells per mouse) were injected subcutaneously at the side of the abdomen of male and female *Rag1*^*−/−*^ mice to set up tumor-bearing model. On the same day, the cultured T cells were transferred into *Rag1*^*−/−*^ mice intravenously (1 × 10^7^ cells per mouse). To check the anti-tumor therapeutic effects of *E2f8*-knockdown Th9 cells in vivo, the Th9 cells were injected intraperitoneally with IgG2a isotype control or anti-IL-9 antibody in tumor-bearing mice injected with *E2f8*-knockdowned T cells (100 µg per mice, every 3 days). Tumor size was measured in two perpendicular dimensions with calipers every 2 or 3 days, then calculated tumor volume using formulations Volume = (tumor length x tumor width^2^)/2. Two weeks after we implant tumor cells, the mice were euthanized when tumor size reaches 20 mm in any mice in any group, and we collected tissues to analyze the change in tumor tissue milieu.

### Statistical analysis

Data were analyzed and represented graphically using GraphPad software Prism 8. Mean ± standard error of the mean (SEM) of at least three independent experiments were calculated for all experiments. The unpaired two-tailed Student’s *t*-test was used for the comparison of means between two independent groups; and the one-way ANOVA was used for the comparison of means between two or more groups. If the *p* value was less than 0.05, the differences were considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

All array data support the findings of this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE182472. The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Opposing functions of circadian protein DBP and atypical E2F family E2F8 in anti-tumor Th9 cell differentiation
**Source:** Nat Commun. 2022 Oct 14;13:6069. doi: 10.1038/s41467-022-33733-8
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information

### Opposing functions of two transcription factors, DBP and E2F8, in anti-tumor Th9 cell differentiation

Sang-A Park<sup>1#</sup>, Yun-Ji Lim<sup>1#</sup>, Wai Lim Ku<sup>2</sup>, Dunfang Zhang<sup>1</sup>, Kairong Cui<sup>2</sup>, Liu-Ya Tang<sup>3</sup>, Cheryl Chia<sup>1</sup>, Peter Zanvit<sup>1</sup>, Zuojia Chen<sup>4</sup>, Wenwen Jin<sup>1</sup>, Dandan Wang<sup>1</sup>, Junji Xu<sup>1</sup>, Ousheng Liu<sup>1</sup>, Fu Wang<sup>1</sup>, Alexander Cain<sup>1</sup>, Nancy Guo<sup>1</sup>, Hiroko Nakatsukasa<sup>1</sup>, Chuan Wu<sup>4</sup>, Ying E. Zhang<sup>3</sup>, Keji Zhao<sup>2\*</sup> and WanJun Chen<sup>1\*</sup>

<sup>#</sup>These authors contributed equally: Sang-A Park, Yun-Ji Lim

<sup>+</sup>Deceased

<sup>\*</sup>Corresponding to K.Z. ; W.J.C. 

Supplementary Figure 1-10 and legends

Supplementary Table 1-2

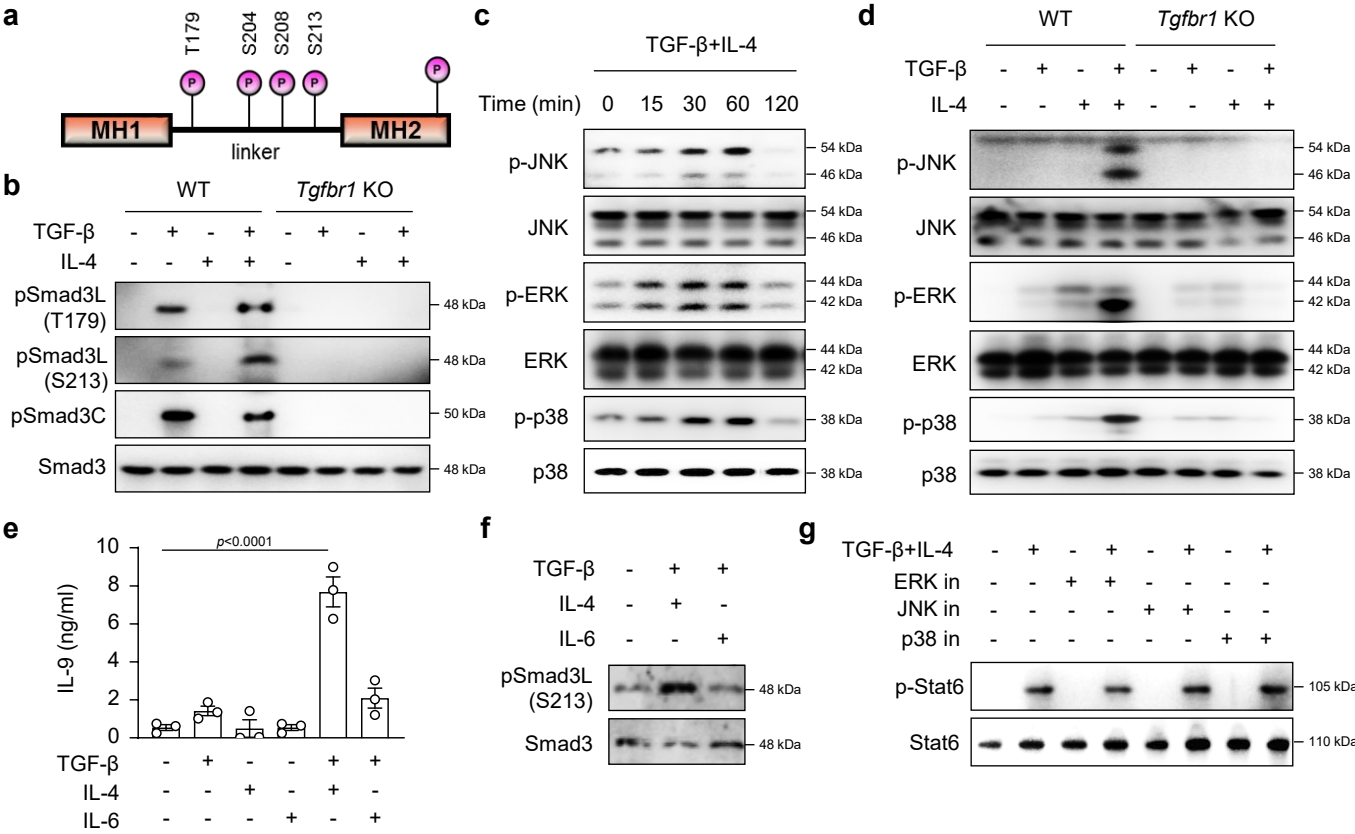

**Supplementary Figure 1. TGF- $\beta$  plus IL-4 induce activation of MAPK**

**a** Schematic depiction of Smad3 linker region. **b** Western blot analysis of phosphorylated linker region Thr<sup>179</sup>, Ser<sup>213</sup> sites and C-terminal of Smad3 and total Smad3 in WT and *Tgfb1* KO CD4<sup>+</sup> naïve T cells cultured with medium, TGF- $\beta$ , IL-4 or TGF- $\beta$  plus IL-4 for 1 h. **c** Time course of MAPK (ERK, JNK and p38) activation of CD4<sup>+</sup> T cells in response to TGF- $\beta$  and IL-4. **d** MAPK phosphorylation in WT and *Tgfb1* KO CD4<sup>+</sup> T cells cultured with TGF- $\beta$ , IL-4 or TGF- $\beta$  plus IL-4 for 1 h. **e** Measurement of IL-9 in culture supernatants of CD4<sup>+</sup> T cells in the presence of TGF- $\beta$ , IL-4, IL-6, TGF- $\beta$  plus IL-4 or TGF- $\beta$  plus IL-6 for 72 h. **f** Western blotting of phosphorylated Smad3L-Ser<sup>213</sup> in response to TGF- $\beta$  plus IL-4 or TGF- $\beta$  plus IL-6 in CD4<sup>+</sup> T cells cultured for 2 h. **g** Western blotting of Stat6 phosphorylation in T cells pre-treated with MAPK inhibitors and then cultured with TGF- $\beta$  plus IL-4 for 2 h. **e** The data were by one-way ANOVA with Tukey's test. **b-e** The data were representative of three independent experiments or **f,g** two experiments. Graphs show the mean  $\pm$  SEM. Source data are provided as a Source Data file.

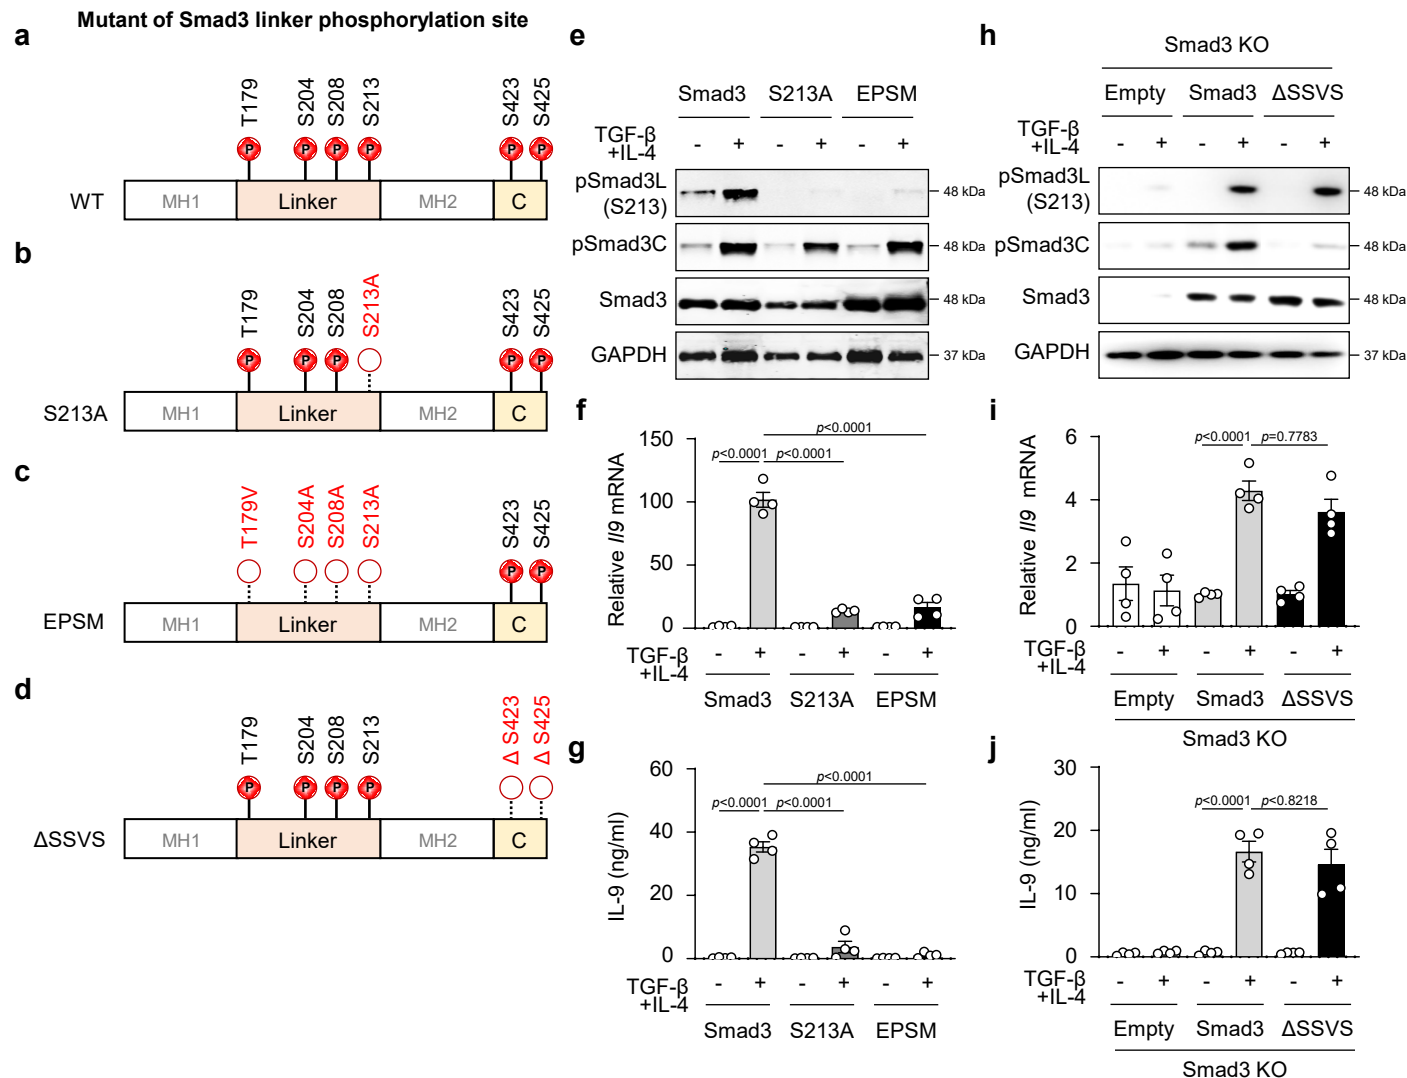

### Supplementary Figure 2. pSmad3 is dispensable for IL-9 production induced by TGF- $\beta$ and IL-4

**a-d** Schematic illustration of WT Smad3, S213A, EPSM mutants at the linker region and  $\Delta$ SSVS mutants of Smad3 at the C-terminal phosphorylation sites. **e,h** Western blotting of phosphorylated Smad3 by TGF- $\beta$  plus IL-4 for 2 h in WT Smad3-, S213A- or EPSM-transfected WT CD4<sup>+</sup> T cells **e** and WT Smad3- or  $\Delta$ SSVS-transfected Smad3<sup>-/-</sup> T cells **h**. **f,i** I/9 mRNA after 24 h by real-time RT-PCR and **g,j** secreted IL-9 in the culture supernatants by ELISA in T cells transfected with indicated Smad3 mutants as in **e** and **h** after 72 h. Alanine (A), Aspartic acid (D), Serine (S), Threonine (T) and Valine (V), respectively. These data were analyzed by one-way ANOVA with Tukey's test. **e,h** These data were representative of three independent experiments, or **f,g,i,j** four experiments. Graphs show the mean  $\pm$  SEM. Source data are provided as a Source Data file.

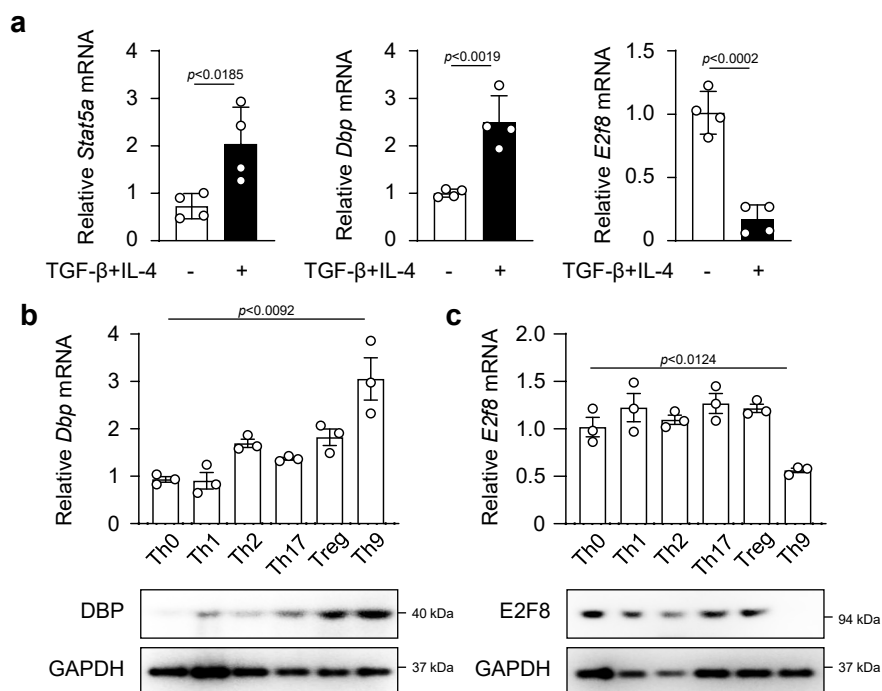

### Supplementary Figure 3. Expression of DBP and E2F8 in other T cell subsets

**a** Gene expression of *Stat5a*, *Dbp* and *E2f8* in naïve CD4<sup>+</sup> T cells followed by stimulation with TGF- $\beta$  plus IL-4 for 3 days. **b** DBP and **c** E2F8 expression in CD4<sup>+</sup> T cells in the presence of IL-12 (10 ng/ml); Th1, IL-4 (10 ng/ml); Th2, TGF- $\beta$  (2 ng/ml) plus IL-6 (25 ng/ml); Th17, TGF- $\beta$  (2 ng/ml) plus IL-2 (10 ng/ml); Treg or TGF- $\beta$  (2 ng/ml) plus IL-4 (10 ng/ml); Th9. These data were analyzed by two-tailed unpaired Student's *t*-test. **a** The data were representative of four independent experiments or **b,c** three experiments. Graphs show the mean  $\pm$  SEM. Source data are provided as a Source Data file.

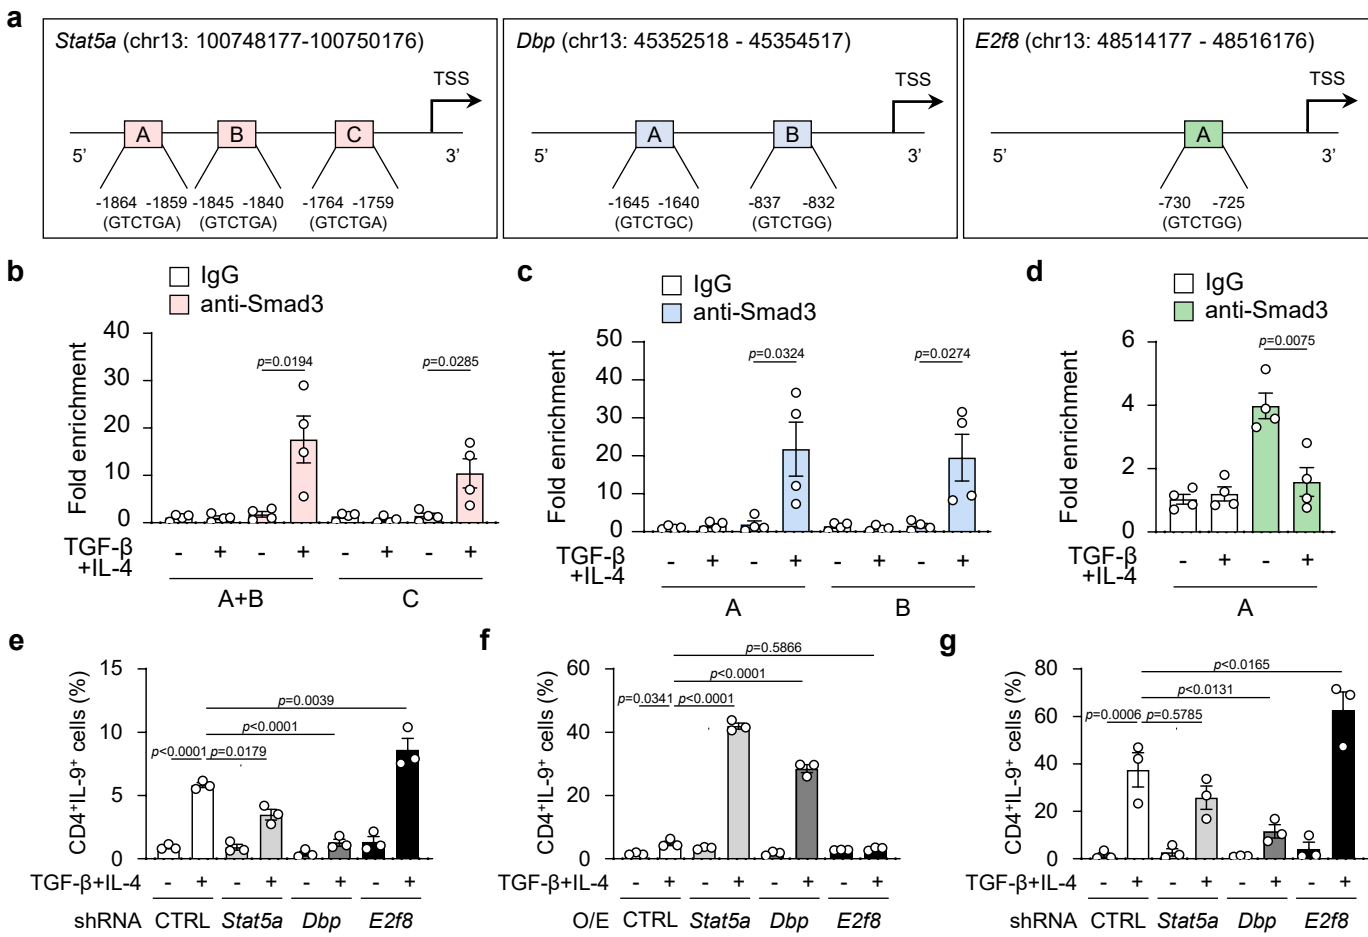

**Supplementary Figure 4. Smad3 binding at *Stat5a*, *Dbp* and *E2f8* during Th9 differentiation**

**a** Schematic representation of Smad3 binding sites on *Stat5a*, *Dbp* and *E2f8* promoter region. **b-d** CD4<sup>+</sup> T cells incubated with or without TGF-β plus IL-4 for 1 h and subjected to ChIP assays with Smad3 antibody and PCR primers. **e,f** Intracellular staining of IL-9 and in CD4<sup>+</sup> T cells transfected with *Stat5a*, *Dbp* or *E2f8* specific shRNA **e** or overexpressing virus **f**, followed by stimulation with TGF-β plus IL-4 for 3 days. **g** Intracellular staining of IL-9 in **e** for 5 days. O/E, Overexpressed. **b-d** The data were analyzed by two-tailed unpaired Student's *t*-test or **e-g** one-way ANOVA with Tukey's test. **b-d** The data were representative of four independent experiments or **e-g** three experiments. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

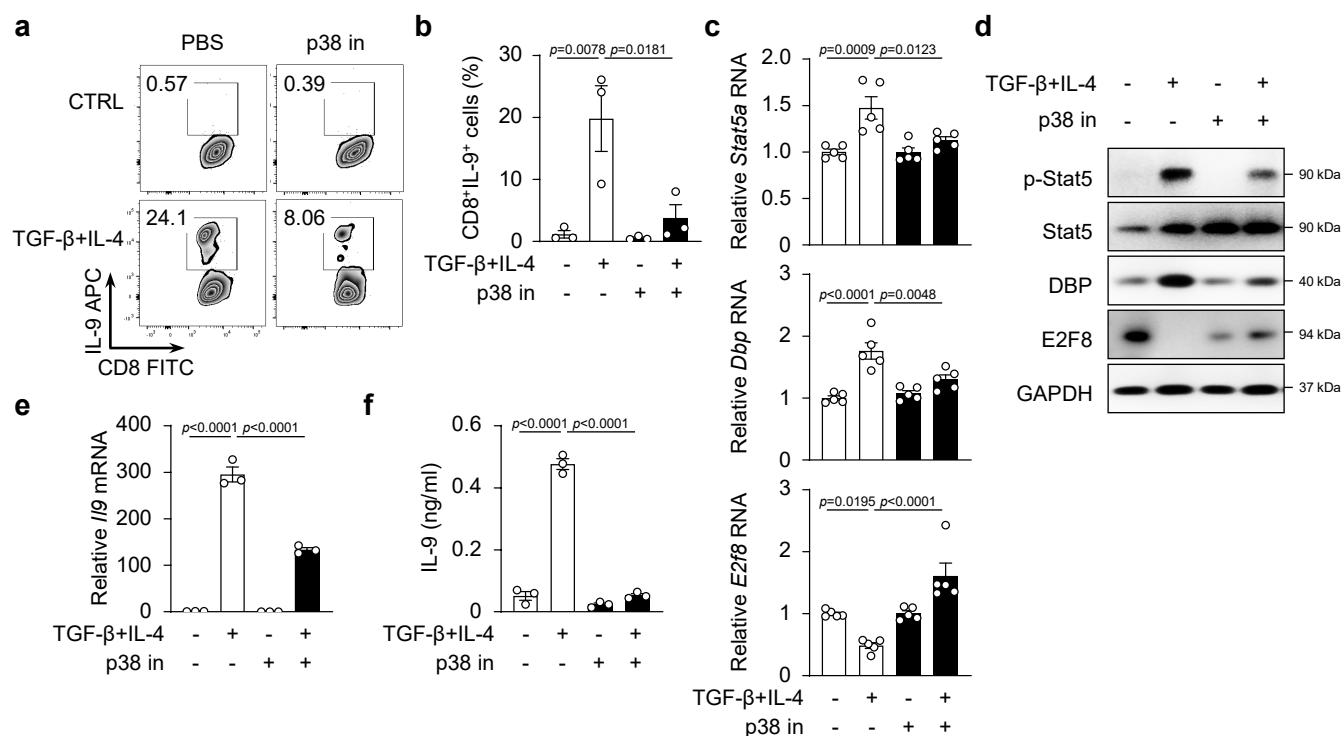

### Supplementary Figure 5. IL-9 production of Tc9 via TGF-β plus IL-4 requires DBP and E2F8

**a** Intracellular staining of IL-9 by flow cytometry in CD8<sup>+</sup> T cells stimulated with TGF-β plus IL-4 in the presence or absence of the p38 inhibitor for 72 h. **b** Summary of results in **a**. **c** RT-PCR analysis and **d** Western blotting of Stat5a, Dbp and E2f8 in CD8<sup>+</sup> T cells cultured with TGF-β plus IL-4 in the presence or absence of the p38 inhibitor for 24 h **c** and 72 h **d** as in **a**. **e** Expression of IL-9 mRNA and **f** secreted protein of cells after 72 h as in **a**. These data were analyzed by one-way ANOVA with Tukey's test. **a,b,d-f** The data were representative of three independent experiments or **c** five experiments. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

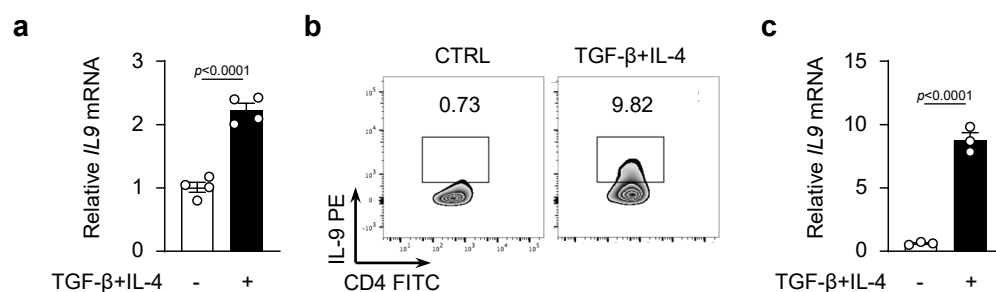

### Supplementary Figure 6. IL-9 production of human TH9 in response of TGF-β plus IL-4

**a** Expression of *IL9* mRNA in human CD4<sup>+</sup> T cells from peripheral blood mononuclear cells in the absence and presence of TGF-β and IL-4 for 3 days. **b** Intracellular staining of IL-9 in human CD4<sup>+</sup> T cells stimulated in **a** for 5 days. **c** Summary of results in **b**. The data were analyzed by two-tailed unpaired Student's *t*-test. **a** These data were representative four independent experiments or **b,c** three experiments. Graphs show the mean ± SEM. Source data are provided as a Source Data file.

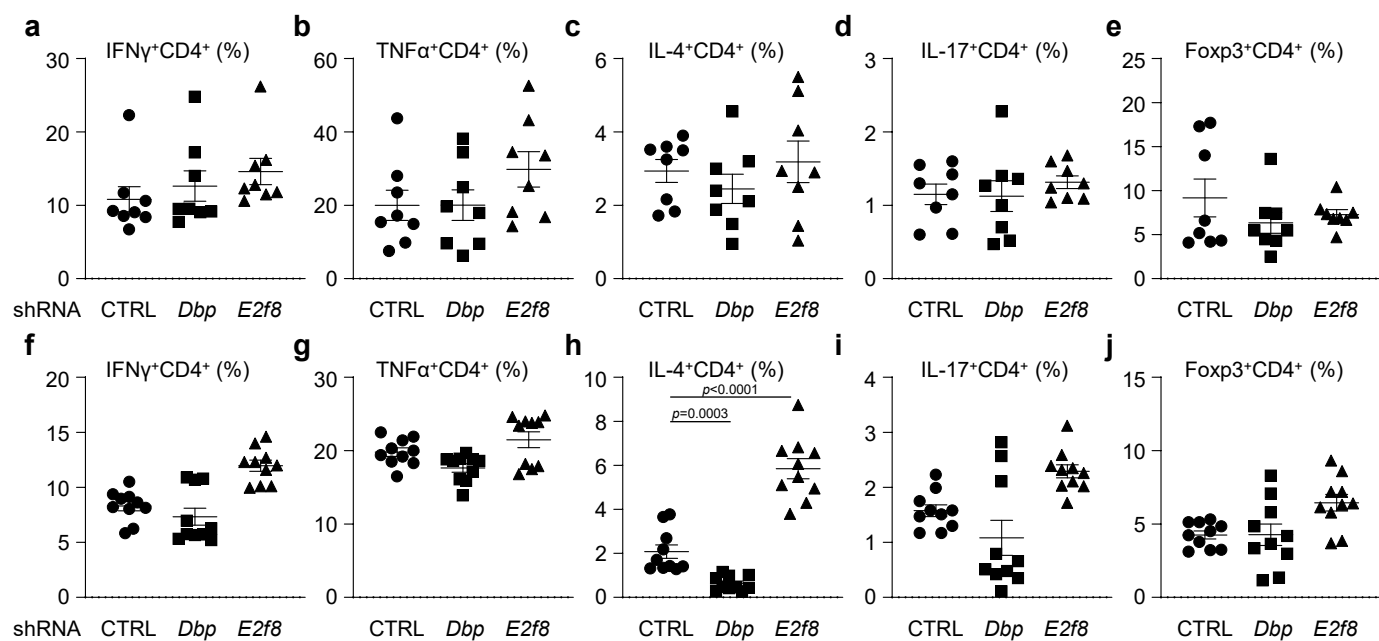

### Supplementary Figure 7. Analyses of Th1, Th2, Th17 and Treg cells in the tumors of mice treated by indicated Th9 subsets

Intracellular staining of IFN- $\gamma$ , TNF- $\alpha$ , IL-4, IL-17 and Foxp3 in intratumoral CD4<sup>+</sup> T cells. **a-e** A group of 8-week-old male (n=5) and female (n=3) *Rag1*<sup>-/-</sup> mice was injected with B16 melanoma (n=8 per group). **f-j** A group of 8-week-old male (n=5) and female (n=5) *Rag1*<sup>-/-</sup> mice was injected with MCA205 fibrosarcoma (n=10 per group). Data were analyzed by two-tailed unpaired Student's *t*-test. These data were presented by two independent experiments. Graphs show the mean  $\pm$  SEM. Source data are provided as a Source Data file.

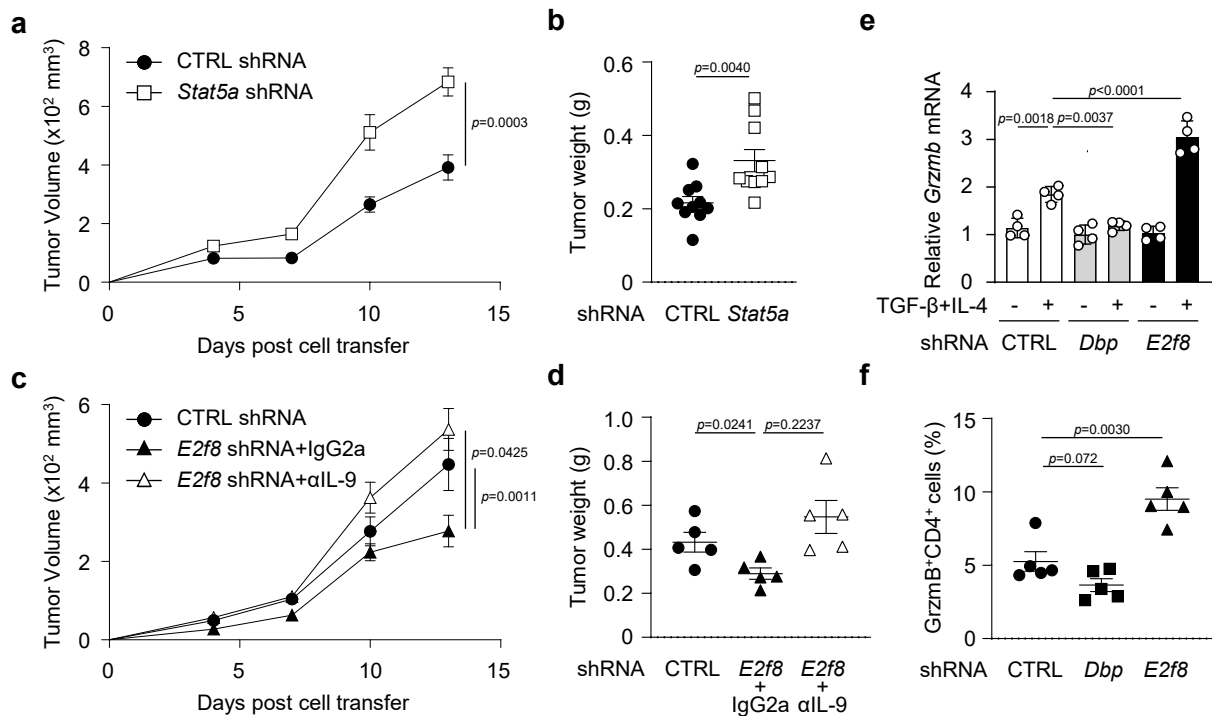

### Supplementary Figure 8. Anti-tumor effect of Th9 cells through the granzyme B.

**a,b** A group of 8-week-old male ( $n=5$ ) and female ( $n=5$ ) *Rag1*<sup>-/-</sup> mice were injected with MCA205 fibrosarcoma, and CTRL or *Stat5* shRNA-treated Th9 cells ( $n=10$  per group). **c,d** *Rag1*<sup>-/-</sup> mice were injected with MCA205 fibrosarcoma, and *E2f8* shRNA-treated Th9 cells (male:  $n=5$  per group), then they were injected intraperitoneally with IgG2a isotype or anti-IL-9 antibody (100  $\mu$ g per mice, every 3 days). **a,c** Tumor growth of these mice was measured every 3 days, and **b,d** tumor weight at the end of the experiments. **e** Granzyme *b* mRNA expression in CD4<sup>+</sup> T cells transfected with *Dbp* or *E2f8* shRNA, followed by stimulation with TGF- $\beta$  plus IL-4 for 3 days *in vitro*. **f** Granzyme B production. A group of 8-week-old male mice were injected with MCA205 fibrosarcoma ( $n=5$ ). **a-d,f** These data were analyzed by two-tailed unpaired Student's *t*-test or **e** one-way ANOVA with Tukey's test. **a,b** These data were representative of two independent experiments, **c,d,f** a single experiment or **e** four experiments. Graphs show the mean  $\pm$  SEM. Source data are provided as a Source Data file.

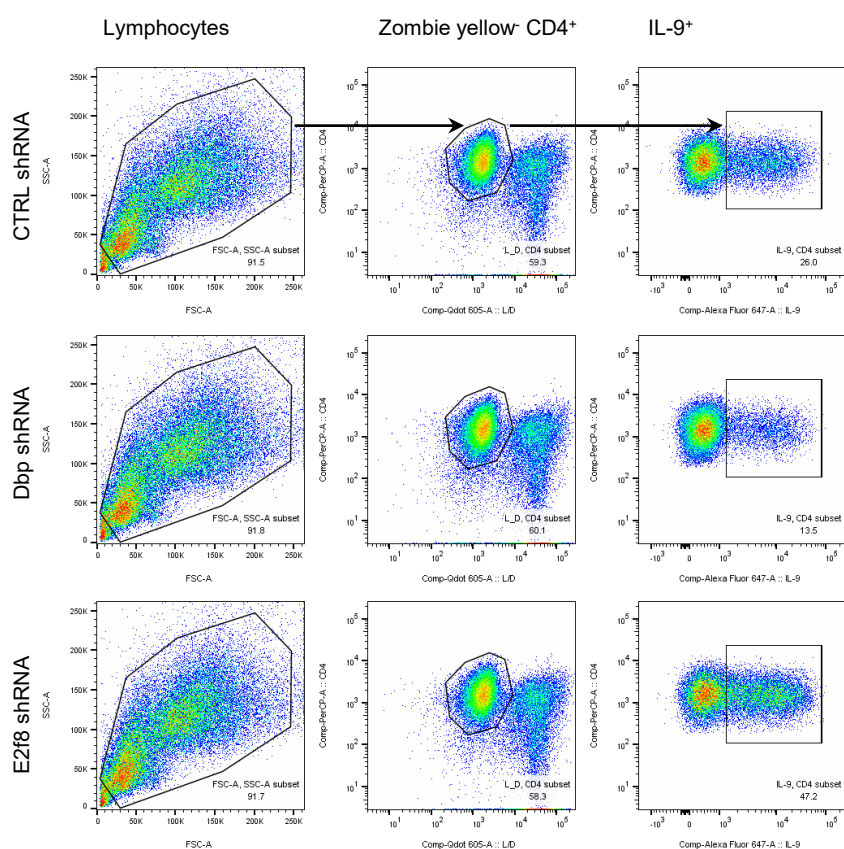

### Supplementary Figure 9. Gating strategy to determine IL-9<sup>+</sup> CD4<sup>+</sup> T cells.

Gating strategy to determine IL-9-producing Th9 (Zombie yellow-CD4<sup>+</sup>IL-9<sup>+</sup>) cells transfected with *Stat5a*, *Dbp* or *E2f8* specific shRNA as in **Fig. 6a**.

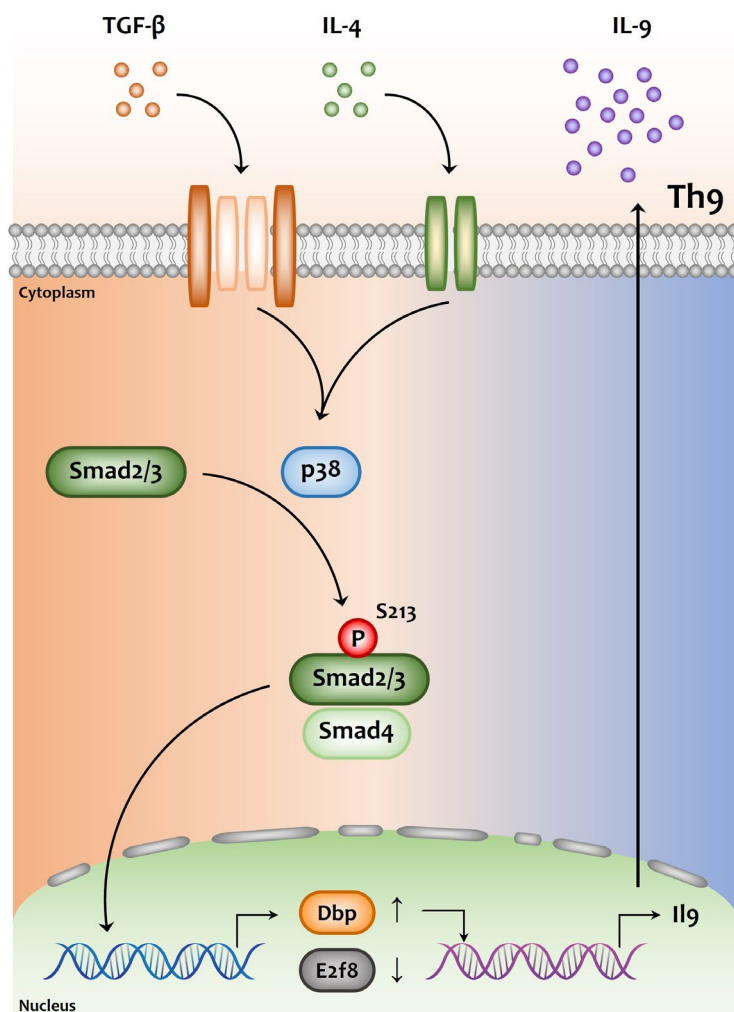

**Supplementary Figure 10.** TGF- $\beta$  and IL-4 signaling induce phosphorylation of the Serine 213 site in the linker region of Smad3 protein (pSmad3L-Ser<sup>213</sup>) via the activation of p38 in naïve CD4<sup>+</sup> T cells. pSmad3L-Ser<sup>213</sup> is essential and sufficient for Th9 differentiation. The phosphorylation of other sites such as Thr<sup>179</sup> in the linker region or C-terminal region of Smad3 is however dispensable for Th9 differentiation induced by TGF- $\beta$  and IL-4. Using DNA-seq and RNA-seq analyses in CD4<sup>+</sup> T cells stimulated with TGF- $\beta$  and IL-4 in comparison to T cells treated with TCR stimulation alone and to TGF- $\beta$  receptor I deficient T cells treated with TGF- $\beta$  and IL-4, we identify that Dbp is upregulated and E2f8 downregulated in TGF- $\beta$  and IL-4 treated T cells. The changes of Dbp and E2f8 are dependent on pSMAD3L-Ser<sup>213</sup> during TGF- $\beta$  and IL-4 signaling. We reveal that transcription factors Dbp and E2f8 as key activator and repressor for *Il9* gene expression during Th9 cell differentiation.

**Supplementary Table 1. Antibodies list for flow cytometry and western blot**

| Antibodies for FACS |           |            |             |               |             |          |
|---------------------|-----------|------------|-------------|---------------|-------------|----------|
| Antibody            | Clone     | Reactivity | Supplier    | Fluorophore   | Catalog No. | Dilution |
| CD4                 | RM4-5     | Mouse      | eBioscience | PerCP         | 45-0042-82  | 1:100    |
| CD3                 | OKT3      | Mouse      | eBioscience | APC-eFluor450 | 48-0037-42  | 1:100    |
| CD3                 | 17A2      | Mouse      | eBioscience | AF780 APC     | 47-0032-82  | 1:100    |
| CD8a                | 53-6.7    | Mouse      | eBioscience | FITC          | 11-0081-82  | 1:100    |
| IL-9                | RM9A4     | Mouse      | BioLegend   | APC           | 514106      | 1:100    |
| IL-4                | 11B11     | Mouse      | eBioscience | PE            | 12-7041-82  | 1:100    |
| IL-10               | JES5-16E3 | Mouse      | eBioscience | FITC          | 17-7101-82  | 1:100    |
| IL-13               | eBio13A   | Mouse      | eBioscience | PE            | 12-7133-82  | 1:100    |
| IL-17               | eBio17B7  | Mouse      | eBioscience | PE/Cyanine7   | 25-7177-82  | 1:100    |
| IFN $\gamma$        | XMG1.2    | Mouse      | eBioscience | eFluor450     | 48-7311-82  | 1:100    |
| TNF                 | MP6-XT22  | Mouse      | BioLegend   | FITC          | 506304      | 1:100    |
| Foxp3               | FJK-16s   | Mouse      | eBioscience | Pacific Blue  | 48-5773-82  | 1:100    |
| Granzyme B          | NGZB      | Mouse      | eBioscience | APC           | 17-8898-82  | 1:200    |
| CD4                 | RPA-T4    | Human      | eBioscience | FITC          | 11-0049-42  | 1:100    |
| IL-9                | MH9A4     | Human      | BioLegend   | PE            | 507605      | 1:100    |

  

| Antibodies for western blot |            |                |             |          |        |  |
|-----------------------------|------------|----------------|-------------|----------|--------|--|
| Antibody                    | Size (kDa) | Supplier       | Catalog No. | Dilution | Host   |  |
| p-Smad3L T179               | 48         | Abcam          | ab74062     | 1:1000   | Rabbit |  |
| p-Smad3L S213               | 48         | Abcam          | ab63403     | 1:1000   | Rabbit |  |
| p-Smad3C                    | 50         | Abcam          | ab52903     | 1:1000   | Rabbit |  |
| Smad3                       | 48         | Abcam          | ab75512     | 1:1000   | Mouse  |  |
| p-SAPK/JNK                  | 54, 46     | Cell signaling | 4668        | 1:1000   | Rabbit |  |
| JNK                         | 54, 46     | Cell signaling | 9252        | 1:1000   | Rabbit |  |
| p-ERK1/2                    | 44, 42     | Cell signaling | 9101        | 1:1000   | Rabbit |  |
| ERK1/2                      | 44, 42     | Cell signaling | 9102        | 1:1000   | Rabbit |  |
| p-p38                       | 38         | Cell signaling | 9211        | 1:1000   | Rabbit |  |
| p38                         | 38         | Cell signaling | 9212        | 1:1000   | Rabbit |  |
| p-STAT5                     | 90         | Cell signaling | 9351        | 1:1000   | Rabbit |  |
| STAT5                       | 90         | Cell signaling | 94205       | 1:1000   | Rabbit |  |
| DBP                         | 40         | Abcam          | ab227591    | 1:1000   | Rabbit |  |
| E2F8                        | 94         | Abcam          | ab109596    | 1:1000   | Rabbit |  |
| p-STAT6                     | 105        | Santa Cruz     | sc-11762    | 1:1000   | Rabbit |  |
| STAT6                       | 110        | Cell signaling | 9362        | 1:1000   | Rabbit |  |
| GAPDH                       | 37         | Cell signaling | 5174        | 1:2000   | Rabbit |  |
| Rabbit IgG                  |            | Cell signaling | 7074        | 1:2000   |        |  |
| Mouse IgG                   |            | Cell signaling | 7076        | 1:2000   |        |  |

**Supplementary Table 2. Sequences of primers used for ChIP-qPCR analysis**

| Primer name             | Sequence                  |
|-------------------------|---------------------------|
| <i>Stat5a</i> -sm3 1f   | CCAGGGCCAAGATTACAAAGTA    |
| <i>Stat5a</i> -sm3 1r   | CGGACAGTGCTTCTTCTCTTC     |
| <i>Stat5a</i> -sm3 2f   | GGGAAGAGAAGAAGCACTGTC     |
| <i>Stat5a</i> -sm3 2r   | AACTGAATTCGGAGGGAAAGG     |
| <i>Dbp</i> -sm3 1f      | CAGTCTCCATACGACAACAGAC    |
| <i>Dbp</i> -sm3 1r      | GTCACCTGGAGGGAGGTAATA     |
| <i>Dbp</i> -sm3 2f      | GGTCACCTGTTTACAAATGGTATG  |
| <i>Dbp</i> -sm3 2r      | TGCATAAAGGTACATGGAGAGG    |
| <i>E2f8</i> -sm3 1f     | TAGGAGGTGGAGCCTGTTTA      |
| <i>E2f8</i> -sm3 1r     | AACAACCTTGGCAGTCCCT       |
| <i>l19</i> -stat5a ds f | GGTCTGGGGTGTGATTTTGC      |
| <i>l19</i> -stat5a ds r | AAACGGAAAAGGGAGCCATCT     |
| <i>l19</i> -stat5a 1f   | TCCCACTCATTCTGTCTGTCTG    |
| <i>l19</i> -stat5a 1r   | CCTTTCTGACCTCTGGAGCA      |
| <i>l19</i> -stat5a 2f   | GGTGGCTCTTACCAGATGTCA     |
| <i>l19</i> -stat5a 2r   | TGTGTAGACGCAGACAAAGACA    |
| <i>l19</i> -stat5a 3f   | ACACCGCCATAGACCTGTCA      |
| <i>l19</i> -stat5a 3r   | TCAGACCACAGGGGCTTGAA      |
| <i>l19</i> -stat5a 4f   | AAAAACAGCTGCTTGGCAGA      |
| <i>l19</i> -stat5a 4r   | ATCCAGCAAGTTTCCAGTAAACAG  |
| <i>l19</i> -dbp ds f    | GTGTGAACGTTCTTGGGCTTT     |
| <i>l19</i> -dbp ds r    | ATCCAGCAAGCAAAGGTCAG      |
| <i>l19</i> -dbp 1f      | TTTCTAGGCAGTGCTGCGAT      |
| <i>l19</i> -dbp 1r      | GGGACTCGAATGCAAGGCTA      |
| <i>l19</i> -dbp 2f      | CTCCTAAGCCTTACAAGAAAGT    |
| <i>l19</i> -dbp 2r      | CAATCAACAAGCCTCAGTAAAC    |
| <i>l19</i> -dbp 3f      | CAGACAAGCCTCATGACATCC     |
| <i>l19</i> -dbp 3r      | ATCCAGCAAGTTTCCAGTAAACAGT |
| <i>l19</i> -e2f8 ds f   | GGGGTGTGATTTTGCCACTTG     |
| <i>l19</i> -e2f8 ds r   | GTCACCTCCAAACGGAAAAGG     |
| <i>l19</i> -e2f8 1f     | CCTAGTGACACTTATCGGCCT     |
| <i>l19</i> -e2f8 1r     | CTCCTTTCTGACCTCTGGAGC     |
| <i>l19</i> -e2f8 2f     | GTCTACACCGCCATAGACCTG     |
| <i>l19</i> -e2f8 2r     | ACCACAGGGGCTTGAAGATTA     |

# Supplementary material for: Opposing functions of circadian protein DBP and atypical E2F family E2F8 in anti-tumor Th9 cell differentiation
**Source:** Nat Commun. 2022 Oct 14;13:6069. doi: 10.1038/s41467-022-33733-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

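The table of expression levels lists an RPKM for each gene and each of the 24 RNA-seq libraries. The copy at hand holds 1997 of its 24089 rows, and the other 22092 were not used here. For those 1997 genes, all 24 headings occur in the deposited table and all 24 columns hold the same values under the same heading. The supplementary table thus carries the same order of headings as the deposited one, and does not settle whether the headings or the read counts of Supplementary Data 3 name the libraries correctly.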

**Supplementary Data 1.** The gene expression levels in CD4+ T cells as determined by RNA-seq. Description in main text and in the RNA-seq data processing.

**Supplementary Data 2.** Gene list in the 12 clusters.

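Each list names the genes that K-medoids clustering put together by the shape of their expression over the conditions, each gene once. In the 8 libraries identified by their read counts, 1168 of the 2277 genes had their highest mean RPKM with TGF-β + IL-4 and 700 their lowest. In clusters 1, 8, 9 and 10 the share with the highest mean there was 100%, 99.5%, 94.1% and 99.5%, and in clusters 4, 6 and 7 the share with the lowest was 95.0%, 100% and 98.4%. *Dbp* is in cluster 10, *Tgfbr1* in cluster 8, *Foxp3* in cluster 2 and *Gata3* in cluster 3, while *E2f8* is in none.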

**Supplementary Data 3.** The comparison between the gene expression between WT TGf- $\beta$ +IL4 vs WT CTRL, WT TGf- $\beta$ +IL4 vs WT IL-4 and WT TGf- $\beta$ +IL4 vs WT TGF- $\beta$ .

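The 3 tables of the WT comparisons give read counts of 2 libraries per culture, each named by its library number, with a fold change and its significance. The copies at hand hold 1994 of 16299, 1997 of 16346 and 1995 of 16242 rows, so no overlap of gene lists was computed with them. Their read counts were used to identify columns of the deposited RPKM table, because a gene without reads in a library must be at 0 in that library's column. Over the 1991 to 3821 genes compared per library, the best column had the same genes at 0 for at least 99.8% of genes, and the next best for at most 85.8%. For the 6 libraries whose best column carried another heading, the column headed with the library reached 69.3% to 79.3%. The ratio of read count to RPKM separated the columns in the same way. Relative to WT TGF-β + IL-4 replicate 3 it is constant over genes in the right column, and its SD on the log2 scale was at most 0.0957 in the matched columns and between 0.283 and 0.670 in the 6 columns headed with the library. Of replicate 1, the TGF-β library matched the column headed WT control replicate 2, the IL-4 library that headed WT control replicate 3, and the TGF-β + IL-4 library that headed WT TGF-β replicate 1. Of replicate 3, the control library matched the column headed WT IL-4 replicate 3, the TGF-β library that headed WT TGF-β + IL-4 replicate 1, and the IL-4 library that headed WT TGF-β + IL-4 replicate 2. WT control replicate 1 and WT TGF-β + IL-4 replicate 3 matched the columns headed with them. All 8 matches are those of columns that stand in the order of the library numbers under headings sorted by culture. The depth of the 8 libraries relative to WT TGF-β + IL-4 replicate 3, from the ratio of counts to RPKM, was between 0.946 and 1.66.

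**Figure D3:**
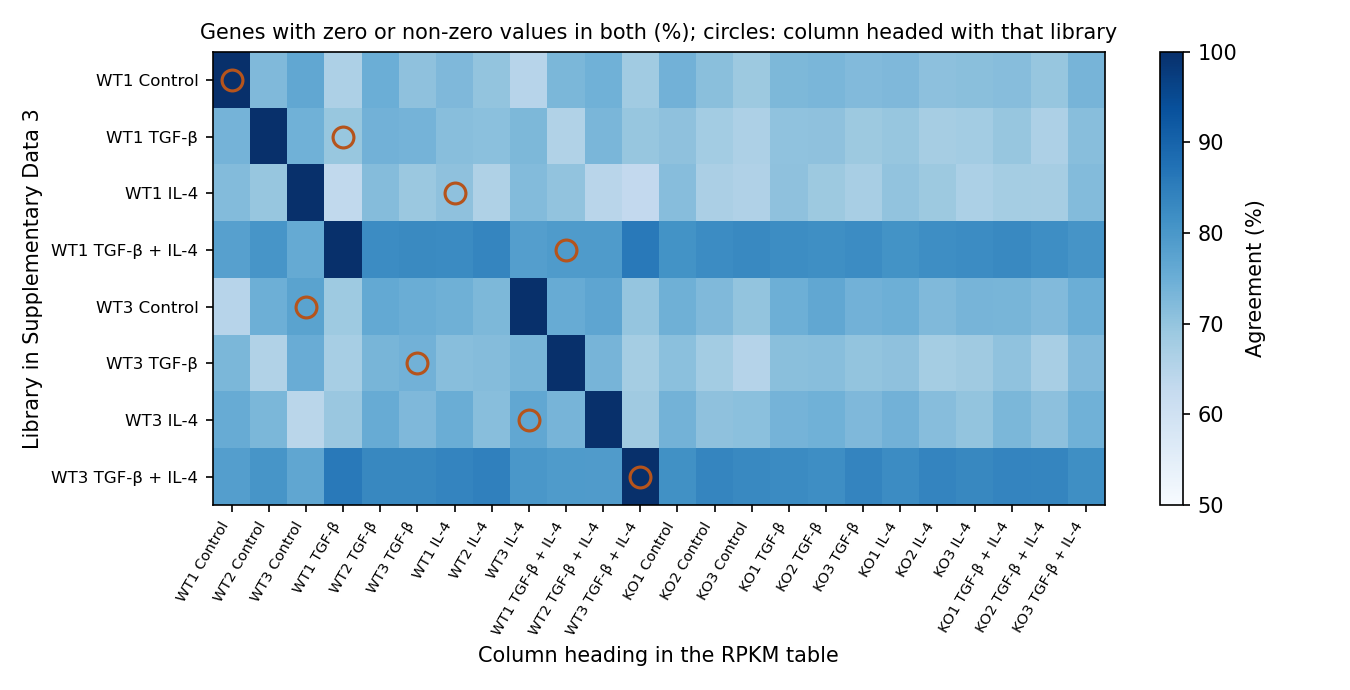
Share of genes, in percent, that are at 0 reads in Supplementary Data 3 and at 0 RPKM in the deposited table together, or above 0 in both, for 8 libraries (vertical axis) and the 24 deposited columns (horizontal axis). Circles mark the column headed with each library. Each library has a single column near 100%, at least 99.8%, and for 6 of the 8 it is not the circled one.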

# Supplementary material for: Opposing functions of circadian protein DBP and atypical E2F family E2F8 in anti-tumor Th9 cell differentiation
**Source:** Nat Commun. 2022 Oct 14;13:6069. doi: 10.1038/s41467-022-33733-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Data analysis

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All array data support the findings of this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database with the series accession number GSE182472. The authors declare that all other data supporting the findings of this study are available within the article and its supplementary information files. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research.](#)

### Reporting on sex and gender

Use the terms *sex* (biological attribute) and *gender* (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample numbers were predetermined based on pilot studies and sample sizes were similar to generally employed in the field. We used sample sizes containing 3 or more biological replicates which can provide adequate statistical power in biological analysis.

### Data exclusions

No data were excluded.

### Replication

All experiments were replicated at least two times. And these replicated experiments were reliably reproduced.

### Randomization

We did not use any randomization. Gender and age in each group were matched between control and experimental group.

### Blinding

We did not perform blinding test, because this study was an observational study. The samples and animals were selected randomly and they ere gender and age matched.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following primary antibodies were used for flow cytometry; they are listed as antigen first, followed by supplier, fluorophore and catalog number as applicable.

anti-mouse CD3 (17A2) AF780 APC, eBioscience, # 47-0032-82  
 anti-mouse CD3 (OKT3) APC-eFluor450, eBioscience, # 48-0037-42  
 anti-mouse CD4 (RM4-5) PerCP, eBioscience, # 45-0042-82  
 anti-human CD4 (RPA-T4) FITC, eBioscience, # 11-0049-42  
 anti-mouse CD8a (53-6.7) FITC, eBioscience, # 11-0081-82  
 anti-mouse IL-10 (JES5-16E3) FITC, eBioscience, #17-7101-82  
 anti-mouse IL-13 (eBio13A) PE, eBioscience, #12-7133-82  
 anti-mouse IL-17 (eBio17B7) PE/Cyanine7, eBioscience, #25-7177-82  
 anti-mouse IFN- $\gamma$  (XMG1.2) eFluor450, eBioscience, #48-7311-82  
 anti-mouse IL-4 (11B11) PE, eBioscience, #12-7041-82  
 anti-mouse Foxp3 (FJK-16s) Pacific blue, eBioscience, #48-5773-82  
 anti-mouse Granzyme B (NGZB) APC, eBioscience, #17-8898-82  
 anti-mouse IL-9 (RM9A4) APC, BioLegend, #514106  
 anti-human IL-9 (MH9A4) PE, BioLegend, #507605  
 anti-mouse TNF (MP6-XT22) FITC, BioLegend, #506304  
 anti-mouse IL-4 (11B11) PE/Cyanine7, BioLegend, #504118

The following primary antibodies were used for western blotting; they are listed as antigen first, followed by supplier, and catalog number as applicable.

phosphor-Smad3L-Thr179, Abcam, ab74062  
 phosphor-Smad3L-Ser204, Abcam, ab63402  
 phosphor-Smad3-Ser208, Abcam, ab138659  
 phosphor-Smad3L-Ser213, Abcam, ab63403  
 phosphor-Smad3 C-ter, Abcam, ab52903  
 Smad3, Abcam, ab75512  
 Dbp, Abcam, ab227591  
 E2f8, Abcam, ab109596  
 Phosphor-JNK, Cell Signaling Technology, 4668  
 total-JNK, Cell Signaling Technology, 9252  
 phosphor-ERK1/2, Cell Signaling Technology, 9101  
 total-ERK, Cell Signaling Technology, 9102  
 phosphor-p38, Cell Signaling Technology, 9211  
 total-p38, Cell Signaling Technology, 9212  
 phosphor-Stat5, Cell Signaling Technology, 9351  
 total-Stat5, Cell Signaling Technology, 94205  
 phosphor-Stat6, Santa Cruz, sc-11762  
 total-Stat6, Cell Signaling Technology, 9362  
 GAPDH, Cell Signaling Technology, 5174  
 horseradish peroxidase-conjugated anti-rabbit IgG, Cell Signaling Technology, 7074  
 horseradish peroxidase-conjugated anti-mouse IgG, Cell Signaling Technology, 7076

### Validation

All antibodies were purchased from commercial companies (eBioscience, BioLegend, Invitrogen, Abcam, Cell Signaling), and validated by the manufacturers for identification of antigens and flow cytometry, western blot applications, as described on the manufacturers' websites.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

We obtained HEK293T and B16F10 cell line from American Type Culture Collection (ATCC), and MCA205 from Merck.

### Authentication

Cells have been authenticated in many experiments by transcript analysis and genome sequencing.

### Mycoplasma contamination

The cell line was not tested for mycoplasma contamination.

### Commonly misidentified lines (See [ICLAC](#) register)

No commonly misidentified cell lines were used.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

C57BL/6J wild-type, Smad3<sup>-/-</sup>, Tgfb<sup>1f/f</sup> Cd4-cre<sup>+</sup>, Tgfb<sup>1f/+</sup> Cd4-cre<sup>-</sup>, Tgfb<sup>1f/f</sup> ER-cre<sup>+</sup>, and Rag1<sup>-/-</sup> mice were used. Both sexes in

the age of 8-10 weeks were used for experiments. All mice were fed free access to water and housed in a 12 h light/dark cycle-, temperature ( $23 \pm 3^\circ\text{C}$ ) and humidity (range 40–60)-controlled room.

Wild animals

This study did not involve wild animals.

Reporting on sex

This information has not been collected.

Field-collected samples

No field-collected samples were used in this study.

Ethics oversight

All animal studies were performed according to US National Institutes of Health guidelines for the use and care of live animals and approved by the Animal Care and Use Committees of National Institute of Dental and Craniofacial Research.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

The cells were stained with antibodies specific to the various surface molecules, fixed and permeabilized with Fixation/Permeabilization buffer solution according to the manufacturer's protocol (eBioscience).

Instrument

BD LSRII Fortessa

Software

BD FACSDiva 8.0.1 (Biosciences), FlowJo 10.7.1 (Tree Star)

Cell population abundance

The abundance of the relevant cell population was 20,000 cells per case.

Gating strategy

All FACS analysis was performed in T cells. CD4+ T cells were gated as: single (FSC-W/FSC-H), live (Zombie yellow-), CD4 T (CD4+). The boundaries between positive and negative populations (IL-9) were defined based on isotype staining. For analyzing different cells, cells were stained with specific antibodies.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

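Naïve CD4+ T cells of WT and *Tgfbr1* KO mice were cultured with medium (control), TGF-β, IL-4 or TGF-β + IL-4 on top of TCR stimulation. DNase-seq gave 4 libraries, 1 each for WT control, WT TGF-β + IL-4, KO control and KO TGF-β + IL-4. RNA-seq gave 24 libraries, 3 for each of 8 conditions, and the replicate number names the mouse within each genotype. Conditions and replicates were taken from the sample labels and the paper, and all 24 columns of the RNA-seq table carry a heading that names 1 library.

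For DNase-seq, the authors aligned reads to mm9 with Bowtie2, removed reads of low mapping quality and redundant reads, and called narrow peaks with MACS on each library alone, without pooling. Each deposited list gives positions, a score, a fold enrichment over the local background, and the −log10 of the p and of the q of each peak, all as the authors' peak caller wrote them. The score was not used, and fold enrichment and −log10 values were used only to rank or filter peaks within a list. The versions of the authors' tools are not given in the paper's text. The lists hold no read counts, so the depth of the DNase-seq libraries is unknown, and with 1 library per condition no error could be computed.

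For RNA-seq, the authors aligned and filtered reads in the same way and deposited RPKM, which are normalized to gene length and to the mapped reads of each library. The table holds 24089 genes and 24 columns, with no missing value and no gene listed more than once, and the highest correlation between columns was 0.999, so no column was a copy of another. RPKM values of a library are multiples of what 1 read is worth in a gene, and the steps between low values gave the relative depth of the columns, between 0.794 and 1.66 of that of WT TGF-β + IL-4 replicate 3 (median 1.17). Total read numbers are unknown.

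The main analysis followed the headings of the columns. It used limma 3.58.1 in R 4.3.3 (linear model, moderated with a trend on mean expression) on log2(RPKM + 1), for genes with a mean RPKM of at least 1 over the libraries in the fit, with only the compared groups in each fit. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 and a fold change over 1.5, the paper's thresholds. RPKM are not counts, so the paper's own count-based test was not repeated. Comparisons were made between the WT cultures, between the KO cultures, between the genotypes under control and under TGF-β + IL-4, and for the interactions of genotype with TGF-β + IL-4 and of TGF-β with IL-4. The WT comparisons were also made with replicates 1 and 3 alone, which Supplementary Data 3 names. The lists of genes fixed before the data were examined, 17 clock genes without *Dbp* and 42 G1/S and 51 G2/M cell cycle genes without *E2f8*, were tested with camera at a preset correlation of 0.01, and with fry and an estimated correlation as alternatives.

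A conflict was found in the RNA-seq table. The read counts of Supplementary Data 3, of which 1994 of 16299, 1997 of 16346 and 1995 of 16242 rows are at hand, were compared with every column by which genes are at 0. For 6 of the 8 libraries listed there the matching column carries the heading of another library. An analysis of the 8 libraries identified in this way, 2 per WT culture, was therefore added after the values were seen, and it is named wherever its values are given. The other 4 WT and 12 KO columns matched no library listed there, and their culture is treated as not settled. Of these, the columns headed WT IL-4 replicate 1 and WT TGF-β replicate 3 do not hold the library of their heading, which matched another column.

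Replicate numbers pair the libraries, because libraries of the same number come from the same mouse. For columns as headed this holds only if the headings are right, which the read counts contradict for 6 of 8 WT libraries. The deviations of same-numbered libraries from their group means had correlations between −0.01 and 0.27 in the identified libraries, between −0.81 and 0.79 in the WT columns as headed and between −0.58 and 0.47 in the KO columns as headed. Fits with the mouse number as a replicate block were run as alternatives.

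Peak lists were compared by position with an overlap of at least 1 bp, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The DBP consensus was searched within 100 bp of each summit in the mm9 sequence (samtools 1.23.1), and shares were compared by Fisher's exact test in scipy 1.17.1. Gene positions are from the GENCODE vM1 annotation of the same build. Figures were drawn with matplotlib 3.10.9.

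The alternatives were another pseudocount (0.1), no filter on low values or a minimum of 5, scaling by median ratios, quantile normalization, all libraries in one fit, moderation without a trend, an adjusted p under 0.05, the replicate block and leaving out each replicate, and for peaks an overlap of 50% of each peak, summits within 100 bp, −log10 q of at least 5 and lists of equal length. The limma analysis was tested on simulated data made from 9633 genes of these libraries, of which 200 were changed. With 2 libraries per group it recovered 56% of the genes changed 2-fold and 92.5% of those changed 4-fold, and with 3 per group 87% and 98%, with at most 2 false calls. The overlap rules were tested on 3000 simulated peaks, and all 3 rules gave the numbers that the peaks were made with.

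The genes named are those that the paper names in its RNA-seq and DNase-seq results, in Fig. 2 and among T helper genes, and by a rule fixed before the data were examined the 5 genes with the largest change in each direction among those called with all 3 replicates. That rule gave no gene, so the 10 genes named for the identified libraries were picked after the values were seen. Gene ontology and the AME and FIMO motif searches were not repeated, since their gene sets and weight matrices were not used here, and the quantitative PCR, Western blot, ChIP and tumor experiments were not analysed here.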

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

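The tests in this part were chosen after the results were seen, and they use the 8 WT libraries identified by the read counts of Supplementary Data 3. The 2 genes below were picked by hand from those called against control, *Tgfbr1* because it is the gene deleted in the KO mice and *Aqp3* because its increase was the largest. Other genes that the paper does not discuss rose more than *Tgfbr1*. No test covered reads shared with related genes, so no pattern here is called biological.

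*Tgfbr1*, the gene deleted in the KO mice, rose with TGF-β + IL-4 in WT cells by 2.27 on the log2 scale over control, from a mean RPKM of 3.17 to 19.1. It was 14.2 with TGF-β alone and 3.82 with IL-4 alone. Differences in depth or in the authors' normalization explain little of it, since scaling by median ratios left a change of 2.22, and 1 unusual library is ruled out as the cause, because the smallest gap between a TGF-β + IL-4 and a control library was 2.11. In the columns as headed the pattern is absent, with control columns between 3.02 and 13.9 and TGF-β + IL-4 columns between 3.94 and 20.7. The 12 KO columns still hold the transcript, between 2.32 and 5.18. That range takes in the identified WT control (3.02 and 3.31) and IL-4 libraries (3.69 and 3.94), so no loss of transcript is seen against these. None of the KO columns reached the WT TGF-β libraries (13.9 and 14.5), which goes with a rise that needs the receptor. It does not settle the point, because the gene measured is the one deleted. A candidate explanation that stays open is that TGF-β signaling raises the transcript of its own receptor in these cells.

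*Aqp3* had the largest increase of all genes called on log2(RPKM + 1), at 4.70. This scale understates changes from a low RPKM, such as those of *Chil3* (0.228 to 12.6) and *Fbxo2* (0.250 to 12.7). The mean RPKM of *Aqp3* was 2.51 in control, 90.4 with TGF-β + IL-4, 97.5 with TGF-β alone and 2.13 with IL-4 alone. Scaling by median ratios left 4.66, and the smallest gap between a TGF-β + IL-4 and a control library was 4.64, which argues against depth, normalization or 1 unusual library. As headed, control columns ran from 2.55 to 96.5 and TGF-β + IL-4 columns from 1.72 to 98.5. All 12 KO columns lay between 0.780 and 6.31 whatever their culture, whereas the WT columns ran from 1.72 to 98.5. This may reflect a response to TGF-β that needs TGF-β receptor I, as a hypothesis found and tested on the same libraries.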

How the results depend on the processing

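Alternatives were fixed before the data were examined, except the use of the libraries identified by the read counts of Supplementary Data 3 and every setting tried on them, which were chosen after seeing the values. Where no reason is given for a change, the cause was not tested.

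Taking the identified libraries in place of the columns as headed moved more results than any other choice. The count of genes called went from 0 (3 with replicates 1 and 3) to 984 for WT TGF-β + IL-4 against control, from 0 (18) to 985 against IL-4 and from 0 (0) to 452 against TGF-β, and from 0 to 561 for TGF-β against control, to 73 for IL-4 against control and to 91 for the interaction of TGF-β and IL-4. The median change of cluster 9 went from 0.15 to 0.53. Of 12 log2 fold changes of *Dbp*, *Stat5a*, *E2f8* and *Il9* between WT cultures, 7 became larger and passed the thresholds, 1 did not change its call and 4 reversed. Those were *Dbp* over TGF-β, from −0.00 to 0.54, *E2f8* over IL-4, from 0.00 to −0.65, and over TGF-β, from 0.13 to −0.43, and *Il9* over TGF-β, from 0.13 to −0.28. The heading of 6 of the 8 libraries differs from their read counts.

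As headed, with replicates 1 and 3, the count against control was 1 with no filter on low values, 5 with a mean RPKM of at least 5, 0 with all 24 libraries in the fit, 1 without a trend and 152 at an adjusted p under 0.05. Against IL-4 it was 0 with no filter, 6 with quantile normalization, 0 with all 24 libraries and 104 at an adjusted p under 0.05. With all 3 replicates, leaving out each in turn gave 0 to 3 genes against control, 0 to 18 against IL-4, 0 to 8 for TGF-β against control, 0 to 96 for KO IL-4 against KO control (96 without replicate 3), 0 to 66 for KO against WT with TGF-β + IL-4 (66 without replicate 2) and 0 to 5 for the interaction of genotype with TGF-β + IL-4. The first 3 and the last took their highest value without replicate 2. An adjusted p under 0.05 gave 1 gene for KO TGF-β and 9 for KO TGF-β + IL-4 against KO control. KO control against WT control called 7 genes, but 0 with no filter, 12 after scaling by median ratios, 39 with all 24 libraries, 49 at an adjusted p under 0.05 and 0 to 0 when each replicate was left out. KO against WT with TGF-β + IL-4 called 0 genes, but 3 with a pseudocount of 0.1, 2 with a mean RPKM of at least 5, 5 after scaling by median ratios, 59 with all 24 libraries, 6 without a trend and 22 at an adjusted p under 0.05.

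Libraries of the same number come from the same mouse, so fits of the identified libraries with the mouse number as a replicate block are paired fits. As headed they are not, because by the read counts the headed numbers join columns of different mice. There the replicate block raised the count against control with replicates 1 and 3 from 3 to 183, lowered that against IL-4 from 18 to 1, and gave 1 gene for IL-4 against control. Between genotypes the mice share only a number, and a block of that number gave 0 genes for KO control against WT control in place of 7. In the identified libraries the replicate block gave 1010, 992, 487, 596, 49 and 131 genes for the 6 comparisons in the order above, and it changed no call of the 4 genes. It lowered the adjusted p of *Dbp* over TGF-β to 5.73e-05 (limma with Benjamini-Hochberg adjustment), with a range from 5.73e-05 to 0.114 over all settings tried on these libraries, but the fold change stayed under 1.5 in this fit. With a pseudocount of 0.1 the log2 fold change of 0.61 is over 1.5-fold, with an adjusted p of 0.0139 (limma with Benjamini-Hochberg adjustment). Both changes together were not fitted.

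Of 215 log2 fold changes as headed, 195 kept their direction and side of the thresholds and 20 reversed, most of them when 1 replicate was left out. Those fits ranged from −0.39 to 1.24 for *Dbp* over IL-4 (0.31 with all), from −0.29 to 0.16 over TGF-β (−0.00), from −0.33 to 0.0544 for *E2f8* over control (−0.15), from −0.31 to 0.20 over IL-4 (0.00), from −0.0213 to 0.34 over TGF-β (0.13) and from −0.0648 to 0.32 for its interaction with genotype (0.11). They ranged from −0.39 to 0.60 for *Stat5a* over IL-4 (0.14), from −0.24 to 0.41 over TGF-β (0.02) and from −0.53 to 0.33 for its interaction with genotype (−0.01), and from −0.0156 to 1.62 for *Il9* over control (0.63) and −0.12 to 0.39 over TGF-β (0.13). Values near 0 also changed sign for *E2f8* over IL-4 with a pseudocount of 0.1 (−0.0038), after scaling by median ratios (−0.0028) and after quantile normalization (−0.0142), for *Stat5a* over TGF-β (−0.0106) and its interaction with genotype (0.0256) after scaling by median ratios, and for *Il9* in KO TGF-β + IL-4 over KO control with a pseudocount of 0.1 (0.0131 in place of −0.04).

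In the identified libraries, the filter on low values mattered most. Without it 16288 in place of 9825 genes were tested against control, but why the counts fell was not tested. With no filter the counts fell to 296 against control, 354 against IL-4, 33 against TGF-β, 242 for TGF-β and 0 for IL-4 against control and 1 for the interaction. A mean RPKM of at least 5, with fewer genes tested, gave 639 against control and 352 for TGF-β against control. IL-4 against control was 38 after quantile normalization, 130 with all 8 libraries and 155 at an adjusted p under 0.05, and the interaction was 20 without a trend and 373 at an adjusted p under 0.05. Of 96 log2 fold changes of the 4 genes, 93 kept their call and 3 lost it, all with no filter. *Dbp* over control stayed between 1.41 and 1.81, *Stat5a* between 1.10 and 1.23, *E2f8* between −0.46 and −0.37 and *Il9* between 1.80 and 1.95. No fit that leaves 1 of the 2 libraries of a culture out was run, because that culture would be left with 1 library.

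For the lists of genes, WT TGF-β + IL-4 against control as headed, the clock genes had an adjusted p of 0.0984 (camera in limma with Benjamini-Hochberg adjustment), 0.0489 after scaling by median ratios, 0.0368 in the identified libraries, 0.125 with the replicate block and 0.120 to 0.751 with 1 replicate left out. The G1/S genes had 0.0616, downward, which became 0.0448 after scaling by median ratios and 0.0624 with the replicate block. It was 2.66e-05 in the identified libraries. With 1 replicate left out it ran from 0.000391 to 0.0150, and without replicate 3 the direction was upward (0.000391). The highest value over all alternatives as headed was 0.855 (camera or fry in limma with Benjamini-Hochberg adjustment). The G2/M genes had 0.000138, downward, and 7.78e-05 with the replicate block, but 0.855 under fry and 0.649 with an estimated correlation, and 2.05e-08 to 0.000272 with 1 replicate left out, upward without replicate 3 (0.000272). In the identified libraries the clock, G1/S and G2/M lists passed under camera and fry, but with an estimated correlation had 0.358, 0.204 and 0.204.

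For DHSs, lists of equal length, which give similar numbers on both sides by construction, moved every comparison, to 5717 in WT only and 5494 in KO only with TGF-β + IL-4, to 7047 in WT control only and 6837 in WT TGF-β + IL-4 only, and to 6238 in WT control only and 6025 in KO control only. Summits within 100 bp gave 6590 in KO only with TGF-β + IL-4, 7020 in WT TGF-β + IL-4 only against WT control and 6328 in KO control only against WT control, and an overlap of 50% of each DHS gave 4680 there. Of 26 peak counts, 16 were within 1.5 times the reported one. The depth of the DNase-seq libraries is unknown and limits any statement on the number of DHSs.

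With a mean RPKM of at least 5, *Dbp* was not tested against control, in KO TGF-β + IL-4 against KO control or in the interaction with genotype, and neither was *Il9* in KO TGF-β + IL-4 against KO control, which also fell under the filter without replicate 2.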

Differences from the paper's values

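For WT TGF-β + IL-4 against control, the paper's Fig. 2e gives about 1300 up-regulated and about 930 down-regulated genes, read by eye, against 3 and 0 here with the columns headed replicates 1 and 3. For the comparison with IL-4, Fig. 2f gives about 1200 and about 850, against 16 and 2, and for that with TGF-β, Fig. 2g gives about 580 and about 410, against 0 and 0. None of the 9 alternatives set before the data were examined closed any of these gaps. The libraries identified by their read counts, a choice made after seeing the values, gave 654 and 330, 651 and 334, and 286 and 166. These also differ from the paper's numbers by more than 1.5 times, but the tests are unlike. The paper used EdgeR, whereas limma on log2(RPKM + 1) was used here, for genes with a mean RPKM of at least 1. With 2 libraries per group, limma recovered 56% of simulated 2-fold changes. How much of the gap comes from the test is not known.

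Supplementary Data 3 gives fold changes of IL-4 over TGF-β + IL-4 on the log2 scale. For *Batf* the paper's value is 0.690 and the columns as headed gave 0.10, and the identified libraries, chosen after seeing the values, gave 0.64, within the error. For *E2f8* the paper's value is 0.797 and the columns as headed gave −0.00122. None of the 11 alternatives set before the data were examined closed the gap, and the identified libraries gave 0.65, more than 1 standard error (0.11) from it. In those libraries a pseudocount of 0.1 gave −0.74 for TGF-β + IL-4 over IL-4 (standard error 0.13), within 1 standard error of the paper's value in size, so what remains of the gap depends on the scale. For *Gata3* the paper's value is 1.20 and the columns as headed gave 0.33, against 1.13 in the identified libraries, which again lies more than 1 standard error (0.06) away. No other alternative was run for *Batf* and *Gata3*, so whether the gap of *Gata3* also depends on the scale is not known.

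The paper reports *Dbp* as higher with TGF-β + IL-4 than in each other WT culture. As headed, the log2 fold change over TGF-β was −0.00, and in the identified libraries *Dbp* was called over control and IL-4 but not over TGF-β, at 0.54. That miss is narrow and depends on the scale, since a pseudocount of 0.1 gave 0.61, which is over 1.5-fold but not past the threshold on p, and the replicate block passed the threshold on p but not that on the fold change. The paper reports *E2f8* as lower than in each other culture. As headed it was 0.00 over IL-4 and 0.13 over TGF-β, and in the identified libraries it was lower in all 3 comparisons but called only over IL-4, at −0.65. *Stat5a* was called in all 3 comparisons in the identified libraries and in none as headed, at 0.33, 0.14 and 0.02.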

Other observations

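The tests in this part were chosen after the results were seen, except the splits of the libraries and the lists of genes.

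The WT columns headed TGF-β + IL-4 and control gave 0 genes with 3 columns each, although the libraries identified by read counts gave 984 with the same deposited RPKM, which argues against the authors' normalization as the reason. Too few libraries as the reason is argued against as well, since 87% of simulated 2-fold changes were recovered with 3 libraries per group. The simulation did not vary depth, so it does not speak to too little depth. What the tables point to is the headings, because 6 of the 8 libraries with read counts in Supplementary Data 3 match a column headed with another library. A candidate explanation is that the values stand in the order of the library numbers while the headings were sorted by culture. Under the headings, 83.9% of the spread of the WT columns lay within groups, and 90 of 100 random arrangements gave as little. In the order of library numbers it was 22.2%, and 0 of 100 random arrangements were as low, between 39.1% and 86.3%. For the KO columns, for which no read counts are at hand, it was 69.8% under the headings, with 33 of 100 as low, and 50.7% in the order of library numbers, with 1 of 100 as low. This is consistent with the same order in both genotypes, but no culture was assigned to a column from it. The 8 libraries of Supplementary Data 3 are replicates 1 and 3, and the 2 columns whose headings match are the first and the last of the WT columns.

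Splits of the columns as headed say little, because 3 against 3 libraries give 10 splits and a share of 0.1 at best. With 0 genes in the real split, every split gives at least as many by construction, so such a share tests nothing. This was so, at 10 of 10, for WT TGF-β + IL-4 against control, IL-4 and TGF-β, and for TGF-β and IL-4 against control. It was also so for the 3 KO cultures against KO control and for KO against WT with TGF-β + IL-4. Other splits of the same 6 columns gave more, up to 377 genes for TGF-β + IL-4 against control, 291 against IL-4, 363 for TGF-β against control, 169 for KO IL-4 and 272 for KO TGF-β + IL-4 against KO control. For the interactions, also with 0 genes in the real split, 100 of 100 splits drawn gave as many by construction. The splits gave up to 284 genes for genotype and 1613 for TGF-β by IL-4. KO control against WT control, with 7 genes, was the largest of its 10 splits (1 of 10). For the clock genes 2 of 10, and for the G1/S and G2/M genes 7 of 10 splits gave as small a p.

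DHSs of WT only outnumbered those of KO only with TGF-β + IL-4 by a ratio of 2.99, and with lists of equal length the ratio was 1.04. It was 3.88 and 1.03 between WT control and WT TGF-β + IL-4, and 4.67 and 1.04 between the controls. Lists of equal length give a ratio near 1 by construction, so this test excludes nothing, and with unknown depth a loss of accessible sites and a shallower library cannot be told apart here. In each comparison the list with fewer peaks had fewer peaks of its own, and WT TGF-β + IL-4 cells had fewer DHSs than WT control cells.

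DBP is a circadian protein and E2F8 a cell cycle factor, so the other members of these programs were asked about. As headed, 8 of 10 tested clock genes were higher with TGF-β + IL-4 than in control, and 30 of 41 G1/S and 38 of 51 G2/M genes were lower, with medians of 0.17, −0.02 and −0.11 against 0.02 over all genes, and 0 were called in each list, also when adjusted over the list alone. In the identified libraries 7 of 10 clock genes were higher (median 0.31), 37 of 41 G1/S genes lower (−0.16) and 43 of 51 G2/M genes lower (−0.31), against 0.01 over all genes. There 2, 2 and 5 were called, with the same counts when adjusted over the list alone, the 2 clock genes being *Npas2* (1.52) and *Arntl* (0.73). A shift of each list may rest on genes that vary together, since with an estimated correlation the adjusted p was 0.358 for the clock and 0.204 for both cell cycle lists (camera in limma with Benjamini-Hochberg adjustment), so a hypothesis of lower cycling in TGF-β + IL-4 cells stays open.

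*Il9* was no higher with TGF-β + IL-4 than with TGF-β alone in the identified libraries. Its mean RPKM there was 9.04 in control, 43.0 with TGF-β, 15.2 with IL-4 and 35.1 with both. This differs from the paper's statement that neither cytokine on its own induces *Il9* transcription. Scaling by median ratios left the log2 fold change of TGF-β + IL-4 over TGF-β at −0.29, which argues against depth or normalization as the reason. The time of culture before RNA was taken is not stated for these libraries in the paper's text, and no biological explanation was tested.

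In the 8 identified libraries other T helper genes separated the cultures. *Foxp3* had means of 5.50 in control, 59.8 with TGF-β, 1.88 with IL-4 and 33.1 with both, and *Gata3* 22.1, 11.0, 73.5 and 33.0. *Hprt*, a reference gene, had 138, 142, 136 and 132. The 4 WT columns without a matching library are headed TGF-β replicates 2 and 3 and IL-4 replicates 1 and 2. In that order *Foxp3* was 6.12, 73.4, 2.00 and 34.8 there, and *Gata3* 19.3, 9.86, 68.4 and 33.0. These values lie near those of control, TGF-β, IL-4 and TGF-β + IL-4 in turn. For these 2 genes this argues against the first and last of the 4 headings, but no culture was assigned from it.

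The 12 KO columns fell into 2 clusters for *Stat5a*, with RPKM between 74.3 and 78.9 in 6 columns and between 116 and 144 in the other 6. *Gata3* split the same columns, with 7.09 to 9.58 in the first 6 and 58.8 to 77.3 in the other 6. The headings do not follow this split, since KO control replicate 3 and KO TGF-β replicate 1 are high. KO IL-4 replicate 3 and KO TGF-β + IL-4 replicate 1 are low. In the order of the library numbers the 6 high columns would be those cultured with IL-4. No read counts are at hand for these columns, and no culture was assigned to them.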
